# Gene Expression by a Model Fungus in the Ascomycota Provides Insight Into the Decay of Fungal Necromass

**DOI:** 10.1111/1462-2920.70006

**Published:** 2024-12-08

**Authors:** Irshad Ul Haq, Peter Kennedy, Kathryn M. Schreiner, Julia C. Agnich, Jonathan S. Schilling

**Keywords:** CAZyme, chitinase, glucanase, *Hyaloscypha bicolor*, melanin, necromass, protease, *Trichoderma reesei*

## Abstract

Dead fungal cells, known as necromass, are increasingly recognised as significant contributors to long‐term soil carbon pools, yet the genes involved in necromass decomposition are poorly understood. In particular, how microorganisms degrade necromass with differing initial cell wall chemical compositions using carbohydrate‐active enzymes (CAZymes) has not been well studied. Based on the frequent occurrence and high abundance of the fungal genus *Trichoderma* on decaying fungal necromass in situ, we grew *Trichoderma reesei* RUT‐C30 on low and high melanin necromass of *Hyaloscypha bicolor* (Ascomycota) in liquid cultures and assessed *T. reesei* gene expression relative to each other and relative to glucose. Transcriptome data revealed that *T. reesei* up‐regulated many genes (over 100; necromass versus glucose substrate) coding for CAZymes, including enzymes that would target individual layers of an Ascomycota fungal cell wall. We also observed differential expression of protease‐ and laccase‐encoding genes on high versus low melanin necromass, highlighting a subset of genes (fewer than 15) possibly linked to the deconstruction of melanin, a cell wall constituent that limits necromass decay rates in nature. Collectively, these results advance our understanding of the genomic traits underpinning the rates and fates of carbon turnover in an understudied pool of Earth's belowground carbon, fungal necromass.

## 1 Introduction

A significant portion of soil carbon (C) on Earth is present in the form of soil organic matter (Pan et al. 2011; Bradshaw and Warkentin 2015). Although plant litter inputs were long considered to be the primary determinant of soil C stocks (Waksman 1936; Swift et al. 1979; Berg and McClaugherty 2008), there is growing recognition from soils under a variety of vegetation types that a significant fraction of the most persistent C bound in mineral associated organic matter (MAOM C), is microbial in origin (Clemmensen et al. 2013; Kallenbach, Frey, and Grandy 2016; Beidler et al. 2020). Both fungi and bacteria contribute to soil C stocks with their necromasses (dead cells and tissues), and fungal necromass has been shown 2–3 times higher than bacterial necromass in MAOM C (Liang et al. 2019; Lavallee, Soong, and Cotrufo 2020; Angst et al. 2021; Wang et al. 2021; Sokol et al. 2022).

Fungal necromass, which contains C and nitrogen (N) in both simple (sugars and amino acids) and polymeric forms (chitin, glucan, mannan and mannoprotein), is recycled by soil microbes via a complex, coexisting process involving biomass deposition and subsequent degradation (Starke et al. 2020; Lindahl et al. 2021; Jörgensen et al. 2022). The most abundant core components of fungal cell walls are β‐glucans and α‐glucans which are rich in carbon and can account for 50%–60% of the cell wall mass (Bartnicki‐Garcia 1968; Ryan et al. 2020). A key but variable component of fungal cell walls that also delineates fungi from plants is chitin (0.5%–20%; (Gaderer, Seidl‐Seiboth, and Kappel 2017)), which often forms complexes with β‐glucan (Drigo et al. 2012; Ryan et al. 2020; Chakraborty et al. 2021; Fernando et al. 2023). In the fungal phylum Ascomycota, fungal cell walls have an outer mobile surface shell that is made up of a combination of galactomannan (GM) and galactosaminogalactan (GAG), which can act to shield the rigid core of the glucan‐chitin complex (Chakraborty et al. 2021; Fernando et al. 2023). The mobile fraction of fungal cell walls among Ascomycota (e.g., *Aspergillus*) also harbour proteins (e.g., mannoproteins) and lipid components (Chakraborty et al. 2021; Fernando et al. 2023), and it is estimated that cell wall proteins harbour approximately 70% of fungal cell wall N (Smiderle et al. 2012).

Melanin is frequently an additional component of fungal cell walls, particularly for fungi in the Ascomycota (Butler and Day 1998; Butler and Day 1998; van der Wal et al. 2009). Melanin is a biopolymer composed primarily of phenolic and indolic monomers (Bull 1970; Ryan et al. 2020) that assists fungi in dealing with various forms of stress (Koide, Fernandez, and Malcolm 2014; Cordero and Casadevall 2017). Its concentration varies with tissue type and environment, and its presence hinders necromass decomposition similar to how lignin hinders plant litter decomposition (Fernandez and Koide 2014; Fernandez and Kennedy 2018; Maillard et al. 2023). Multi‐year necromass decomposition experiments have revealed that fungi and bacteria readily colonise and degrade fungal necromass (Maillard et al. 2021) and that there is a negative correlation between the presence of melanin in necromass and the decomposition of the necromass (Fernandez and Koide 2014; Fernandez and Kennedy 2018; Maillard et al. 2023). Factoring melanin alongside the other components in cell walls, the biochemical quality of necromass controls the rate and fate of its constituents during decay (Brabcová, Štursová, and Baldrian 2018; Beidler et al. 2020; Maillard et al. 2020) and promises some reliability to modellers attempting to make predictive trait‐function relationships.

In forests, necromass decomposition is driven by taxonomically and functionally rich fungal and bacterial communities that associate with necromass over both short and long periods (Kennedy and Maillard 2023). While mass loss can occur rapidly within days to weeks following necromass incubation in ground contact (Ryan et al. 2020), the studies of Maillard et al. (2021, 2023) documented diverse microbial communities associated with decomposing necromass over months and years, highlighting their potential to extract C and nutrients for energy throughout the necromass decomposition process. A number of bacterial and fungal guilds are present from early to late necromass decomposition, including saprotrophs, ectomycorrhizal fungi, mycoparasites and animal parasites (Brabcová et al. 2016; Brabcová, Štursová, and Baldrian 2018; Maillard et al. 2020). A core necrobiome was defined recently by Cantoran et al. (2023), with members of the Ascomycota genus *Trichoderma* being one of the most common (10, of 18 fungal genera) on necromass across different forest biomes, particularly abundant in early‐ and mid‐decay stages. *Trichoderma* is ecologically diverse, consisting of both saprotrophic and mycoparasitic species (Chaverri and Samuels 2013), and the extensive development of some isolates for biotechnological purposes makes it a tractable subject for genomic analyses in decaying necromass.

Given this relevance of *Trichoderma*, we selected the model fungus *Trichoderma reesei* (strain RUT‐C30), which carries a truncated *cre1* gene allowing glucose derepression (Ilmén, Thrane, and Penttilä 1996), to understand its gene expression patterns in the deconstruction of necromass in relation to glucose without the confounding effect of catabolite repression. The genome of *T. reesei* also has an expanded repertoire of GH18 chitinase‐encoding genes, which has been linked to a lifestyle of eating fungal biomass as a mycoparasite (Martinez et al. 2008). Necromass substrates included a low and high melanin phenotype, both derived from the Ascomycete fungus *Hyaloscypha bicolor* in different culturing conditions (Fernandez and Kennedy 2018). We conducted growth experiments in liquid media, we extracted RNA, and we quantified the transcriptional responses of *T. reesei* to the different carbon substrates using RNA‐seq. We found that *T. reesei* responded differentially to the tested carbon substrates, with enzymes specific to chitin, glucan and mannan being up‐regulated by *T. reesei* on necromass substrates compared to glucose. Furthermore, we observed that proteases and laccases, both potentially involved in melanin degradation, were up‐regulated on the higher melanin version of the *H. bicolor* necromass. Collectively, our study showed that *T. reesei* could readily utilise C and N embedded in fungal cell walls, and it implicated several gene regulation pathways in controlling, and thus limiting the rate of the release of C and N in decaying necromass.

## 2 Results

### 2.1 *T. reesei* Expressed Genes Differently on Necromass Than on Glucose

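*Trichoderma reesei* RUT-C30, a strain with a truncated *cre1* gene, was grown for 7 days on 1% (w/v) glucose or on 0.45% (w/v) low or high melanin necromass of *H. bicolor*, with 3 replicate cultures per substrate. Poly(A) RNA of the 9 cultures was sequenced. The authors trimmed the reads, assigned them to the transcripts of RUT-C30 with kallisto and deposited kallisto's estimated count of each gene, as whole numbers that are not scaled for library size. The total count per library was 20105431, 19602387 and 20541445 on glucose (median 20105431). It was 18074631, 22327638 and 20126789 on low melanin necromass (median 20126789), and 24635281, 22958732 and 21447367 on high melanin necromass (median 22958732). The count table lists 9849 genes by locus tags that end in the protein ID, without names or coordinates. Genes with at least 10 counts in at least 3 samples were tested, which left 9312 genes. Counts were normalized with edgeR's TMM method and are given as counts per 1000000 counts (CPM), mean ± SD over the 3 replicates of a substrate. A single quasi-likelihood model held all 9 samples, and each standard error (SE) is the one implied by the model's F statistic. Genes were called differentially expressed at a log2 fold change of at least 2 in either direction and an adjusted p under 0.05, the thresholds of the paper. A count of 3, taken as the floor, equals 0.128 to 0.158 CPM and covers counting error only. Where every replicate of a substrate had 3 counts or fewer, the difference is given as a lower bound against this floor. For 10 genes with at least 1000 CPM on low melanin necromass, the level in the glucose libraries was 0.297% of the low melanin level. These 10 were chosen because they had the lowest such ratios. Likewise, the 10 lowest ratios among genes with at least 300 CPM on glucose gave 0.422% of the glucose level in the low melanin libraries. A gene whose level lies within 2 times such a share is given with that limit. CAZyme families and gene categories come from a copy of Table S1 that holds all 1781 genes of low melanin necromass versus glucose, 1317 of the genes of high melanin necromass versus glucose with 756 left out, and 1 gene of high versus low melanin necromass with 90 left out.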

Using a strain of *T. reesei* lacking glucose catabolite repression, we determined the whole transcriptome response of *T. reesei* to three substrates (glucose, low melanin necromass from *H. bicolor* and high melanin necromass from *H. bicolor* ). Principal components analyses based on RNA‐seq gene expression profiles of samples from the three treatments revealed a clear separation of all samples according to substrate type. 

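The components were computed from DESeq2's regularised log values (rlog) of the 500 most variable genes. PC1 held 92.5% of the variance and PC2 held 3.6%. On PC1 the libraries of the 3 substrates did not overlap: they ranged from −43.87 to −43.15 on glucose, from 17.6 to 21.01 on low melanin necromass and from 24.05 to 24.74 on high melanin necromass.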

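Along PC1 the mean was −43.5 ± 0.36 (SD, n = 3) for glucose, 19.03 ± 1.77 for low melanin necromass and 24.47 ± 0.37 for high melanin necromass. The 6 necromass libraries lay 65.26 units above the glucose libraries on average, a distance far larger than the spread within any substrate. The alternative that moved this distance most was log2 CPM in place of rlog values, which gave 120.72.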

Expression profiles of *T. reesei* growing on low and high melanin necromass, expectedly, showed large variation from those growing on glucose (Figure 1A; PC1). 

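Along PC2 the mean was −5.87 ± 2.08 (SD, n = 3) for low melanin necromass and 5.39 ± 0.56 for high melanin necromass. The low melanin replicates stood at −5.95, −3.74 and −7.91 and the high melanin replicates at 5.37, 4.84 and 5.95, so the separation was larger than the spread of either group. Glucose libraries were spread along the same component, with replicate 1 at 9.90 and the other replicates at −4.04 and −4.42. Values of log2 CPM moved the means most, to −11.49 and 10.45. Without low melanin replicate 3 the means were −1.14 and 0.71, and that of glucose was 0.05. PC2 of that fit still held 3.28% of the variance, so it mostly separated libraries within a substrate. These means therefore do not show that the necromass types came together. Leaving out low melanin replicate 1 gave −3.23 and 1.97, and leaving out glucose replicate 1 gave −7.03 and 6.33.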

The expression profiles of *T. reesei* growing on low melanin necromass were also different (Figure 1A; PC2; average = −8.72) from those growing in the presence of high melanin necromass (Figure 1A; PC2; average = 8.08), distinguishable in ordination space (Figure 1A; PC2). We performed an analysis of differentially expressed genes across the three treatments using a cutoff threshold of log2 fold change ≥ 2 and ≤ −2; *p* (adjusted) < 0.05 (Table S1). This analysis revealed a differential response of *T. reesei* to both types of necromass as compared to glucose (Figure 1B–D).

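Against glucose 1789 genes were called differentially expressed on low melanin necromass, 1120 up and 669 down. High melanin necromass gave 2076 such genes, 1257 up and 819 down. Without the fold change threshold, 6925 and 7051 genes had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The alternative that moved these counts most was edgeR's glmTreat, which tests each gene against a log2 fold change of 2 and called 1144 and 1441 genes. Genes are named here where their change was among the largest of those called. Protein ID 93336 had 0 counts in every glucose library and 4.72 ± 0.682 CPM (SD, n = 3) on low melanin necromass, at least 30.1-fold higher. Protein ID 60349 had 0 counts in every low melanin library and was at least 13.3-fold lower than on glucose. Protein ID 77832 averaged 110 ± 47.8 CPM on glucose. It stood at 0.275 ± 0.0586 CPM on low melanin necromass, which is 0.604 times the level that the 0.422% share of glucose transcripts would bring, and was at least 725-fold lower on high melanin necromass. Protein ID 38144 rose from 1.38 ± 0.532 CPM on glucose to 1886 ± 151 CPM on high melanin necromass, a log2 fold change of 10.41 (SE 0.64, adjusted p = 4.35e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its glucose level was 1.46 times what the 0.297% share of its low melanin level would bring. Protein ID 108458 (GT32) fell from 304 ± 50.1 CPM on glucose to 0.195 ± 0.235 CPM on high melanin necromass, a log2 fold change of −10.64 (SE 0.48, adjusted p = 7.8e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 0 to 9 counts per high melanin library. Its low melanin level is among those from which the 0.422% share was read. The lower shares of glucose transcripts in high melanin replicates 1, 2 and 3, 0.0614%, 0.0580% and 0.228%, were read from the same genes. They would bring levels of similar size to those found, so the size of this change is limited.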

**FIGURE 1:**
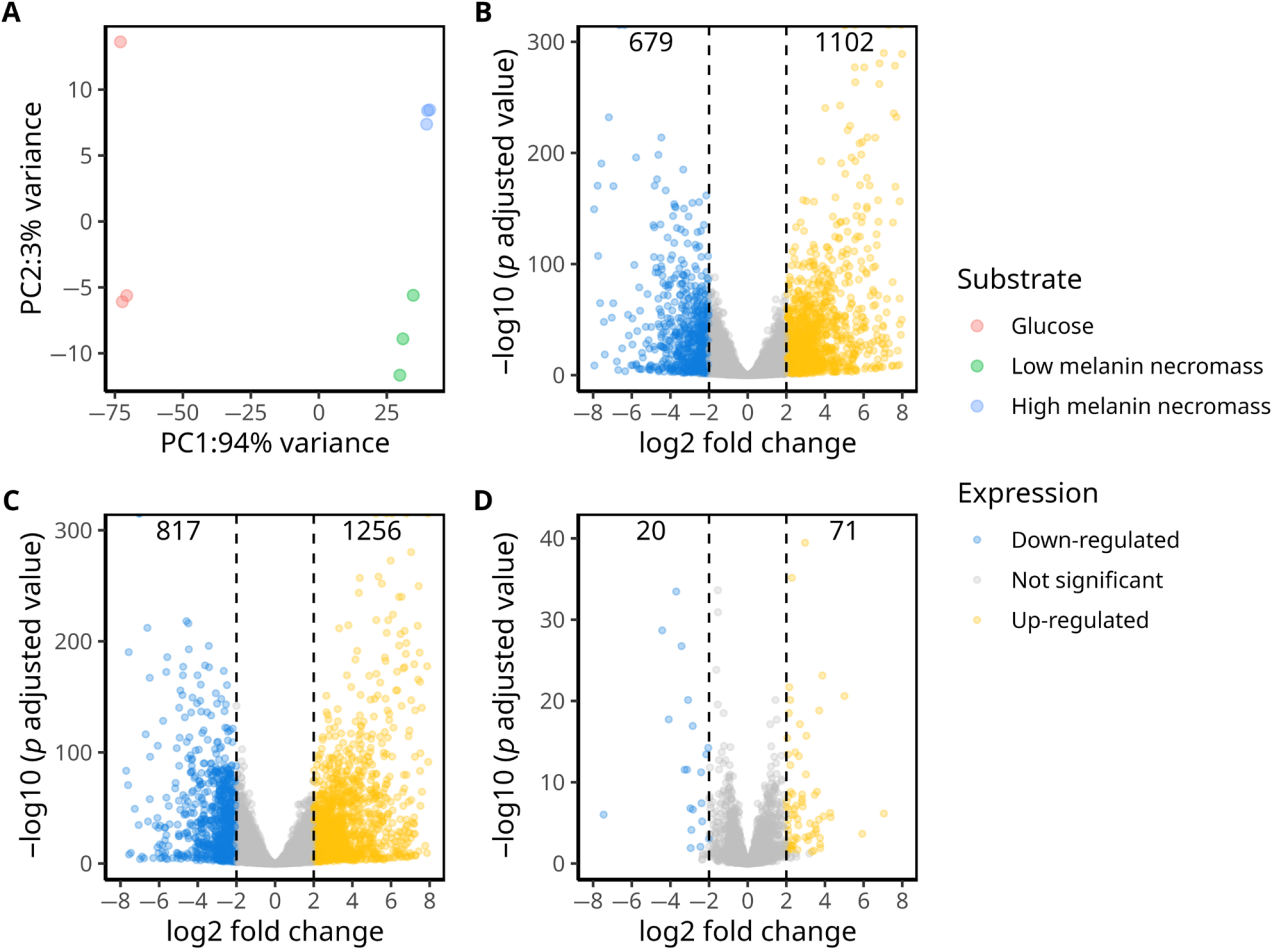
*Trichoderma reesei* responded differentially to melanized necromass. (A) Principal component analysis revealed variation in gene expression profiles of *T. reesei* growing on melanized fungal necromass and glucose. In (B), the number of differentially expressed genes between low melanin fungal necromass and glucose treatment are shown. The number of differentially expressed genes between high melanin fungal necromass treatment and glucose are shown in (C), whereas in (D) the number of genes differentially expressed between high melanin and low melanin fungal necromass treatments are shown.

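Table S1 of the paper lists 1781 genes for low melanin necromass versus glucose, 1102 up and 679 down by the paper's DESeq2 analysis. Of these, 1760 were also called here in the same direction and 0 had a fold change of the opposite sign. The median absolute difference between the paper's log2 fold changes and those computed here was 0.02. For high melanin necromass versus glucose, 1296 of the 1317 listed genes in the copy were called here in the same direction.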

### 2.2 Transcriptional Response to Necromass Was Typically Up‐Regulation, Including CAZyme Genes

To ascertain how *T. reesei* responds to low and high melanin necromass from *H. bicolor* in comparison to glucose, we binned differentially expressed genes into six major functional categories (Figure 2A; Zhang et al. 2016; Anderson et al. 2022). This enabled three pairs of substrate comparisons among the six gene categories. It is important to note two things: First, by using the RUT‐C30 strain of *T. reesei*, we could eliminate glucose repression of CAZyme genes and focus comparisons on complex carbon catabolism. Second, we knew from our PCA analyses that the low versus high melanin comparisons would reveal a smaller, more targeted set of differentially expressed genes that we could assume were either related to melanin deconstruction or a starvation response. We could thus answer what genes are involved in necromass deconstruction, broadly, as well as answer what genes are activated by the presence of the rate‐limiting constituent in the substrate, melanin.

**FIGURE 2:**
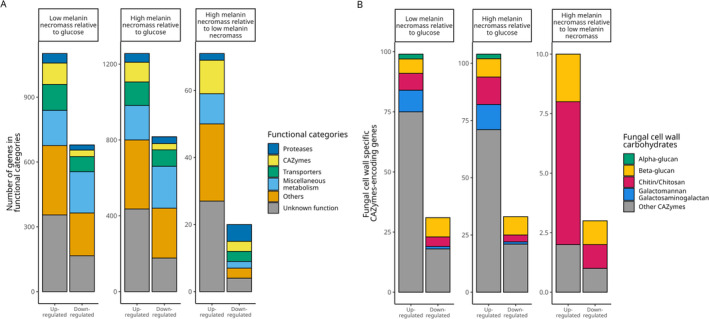
Distribution of differentially expressed genes into broad functional categories across treatments. (A) All differentially expressed genes with the threshold of log2 fold change ≥ 2 and ≤ –2 (*p* adjusted < 0.05) are organised into six categories, with CAZymes as a category of interest in the decomposition of necromass. While ‘Others’ include genes that do not fall into the four categories (CAZymes, Proteases, Transporters and Miscellaneous metabolism) based on their annotations, ‘unknown functions’ category includes genes that have no annotation as per the Joint Genome Institute (JGI) database hosted at https://mycocosm.jgi.doe.gov/mycocosm/home. (B) All differentially expressed CAZymes‐encoding genes are categorised based on their carbohydrate targets in the fungal cell wall, indicating a role in the decomposition of fungal cell wall components (e.g. α‐glucans, β‐glucans, chitin, galactomannan and galactoseaminogalactan).

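Genes to which the copy of Table S1 gives no annotation numbered 605. Of these, 360 were called up and 158 down on low melanin necromass versus glucose, a ratio of 2.3. Among the 1789 genes called in this comparison, 1768 are listed in the copy.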

When growing on low melanin necromass, 355 up‐regulated genes were attributed to ‘unknown function’, relative to glucose, while only 166 unknown function genes were down‐regulated (2.1× differential). Similarly, there was a 1.6× differential for up‐regulated versus down‐regulated genes in the ‘others’ category (321 up; 198 down), a 1.7× differential in ‘membrane transporters’ (120 up; 70 down), and a 1.8× differential in ‘proteases’ (44 up; 24 down). 

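By the annotation in the copy of Table S1, 210 genes carry a transporter classification and no CAZyme tag, and 68 carry a peptidase classification. Transporter genes called on low melanin necromass were 118 up and 65 down, a ratio of 1.8. Protease genes were 38 up and 22 down, a ratio of 1.7. The category of other genes could not be rebuilt from this annotation.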

Genes in the ‘miscellaneous metabolism’ category had 1.2× more down‐regulated genes (163 up; 191 down). The highest differential (2.3×) observed was for genes encoding CAZymes, with 99 up‐regulated genes compared to 30 down‐regulated genes.

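CAZyme genes were the 140 genes that carry a CAZyme family tag in the copy of Table S1. Against glucose, 96 of them were called up and 30 down on low melanin necromass, a ratio of 3.2. The largest change under an alternative came from glmTreat, with 81 up and 21 down. With each library of the 2 substrates left out in turn, between 122 and 126 CAZyme genes were called.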

The differential gene expression patterns from the high melanin necromass versus glucose were similar to those of low melanin necromass versus glucose. 

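Of the genes called against glucose, 1616 were called in the same direction on both necromass types, 1033 up and 583 down, and 0 were called in opposite directions. They were 90.3% of the calls on low melanin necromass and 77.8% of those on high melanin necromass. Both comparisons use the same 3 glucose libraries, so part of this likeness arises with no effect at all. In 20 simulated sets of unchanged groups against shared glucose libraries, a mean of 0 genes was called on low and of 0.05 on high melanin necromass, so these sets had no calls to share. Across genes, which are not independent replicates, the correlation of the log2 fold changes averaged 0.50 in those sets and was 0.96 in the data. The share of genes with the same sign was 66.6% in the simulated sets and 92.8% in the data. At an unadjusted p under 0.05, 22.5% of the simulated low melanin differences and 92% of the measured ones were shared. Testing all 9822 genes with at least 1 count moved the shared calls most, to 1691. Without low melanin replicate 2, 2 genes were called in opposite directions.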

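Against glucose, genes without annotation were 392 up and 164 down on high melanin necromass. Transporter genes were 114 up and 79 down, and protease genes 37 up and 25 down. These counts cover the 1907 called genes with an entry in the copy of Table S1, out of 2076 called.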

More genes were up‐regulated for ‘unknown function’ genes (436 up; 177 down), for ‘others’ genes (364 up; 263 down), for transporter‐encoding genes (124 up; 87 down), and for proteases (46 up; 36 down). Differentially expressed genes in the ‘miscellaneous metabolism’ category included 182 up‐regulated and 221 down‐regulated genes. Similar to the low melanin necromass versus glucose, there was 3.2× more up‐ than down‐regulated CAZyme‐encoding genes (104 up; 33 down).

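Within the same 140 genes, 99 CAZyme genes were called up and 32 down on high melanin necromass versus glucose, a ratio of 3.1. Genes that are listed only in the missing part of Table S1 are not counted.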

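Between the necromass types 81 genes were called, 61 up and 20 down on high melanin necromass. An adjusted p under 0.05 at any fold change was reached by 856 genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). That number was 1428 with DESeq2, 2909 with the fit of only the 2 groups compared and 2371 without glucose replicate 1. It was 976 and 1082 without glucose replicates 2 and 3, and between 257 and 784 with 1 necromass library left out. The main fit takes its spread from all 3 substrates. Its SE and adjusted p values for high versus low melanin necromass therefore also carry the spread among the glucose cultures, where replicate 1 moved the number most. The count of called genes also depends on single libraries, more than those against glucose do, and was 51 without high melanin replicate 1, 53 without low melanin replicate 3 and 106 without low melanin replicate 2. When tested against the fold change threshold itself, only 2 genes were called. Among the largest changes, protein ID 68679 had 0 or 1 counts in each low melanin library and was at least 14.8-fold higher on high melanin necromass, at 2.33 ± 0.0611 CPM (SD, n = 3). Protein ID 128151 was at least 6.88-fold higher, at 1.08 ± 0.132 CPM. Protein ID 76497 had 0 counts in each high melanin library and was at least 9.25-fold lower than on low melanin necromass, where it stood at 1.41 ± 0.471 CPM. From the principal components, the paper reasons that the comparison of low and high melanin necromass reveals a smaller set of genes, and assumes that these relate either to melanin deconstruction or to a starvation response.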

Comparing expression between high and low melanin necromass, only 91 genes were differentially expressed and only in a portion of our gene function categories (Figure 1D). Genes in the ‘unknown function’ category included more up‐regulated than down‐regulated genes (27 up; 4 down) (Figure 2A). 

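Among the 81 genes called between the necromass types, 63 have an entry in the copy of Table S1. Genes without annotation among them were 15 up and 2 down.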

There were more up‐regulated genes in the ‘others’ category, as well (23 up; 3 down). Unlike other treatment comparisons, fewer genes encoding proteases were up‐regulated compared with down‐regulated (2 up; 5 down). 

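In the copy of Table S1, 2 of the called protease genes were up and 4 were down on high versus low melanin necromass.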

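On high versus low melanin necromass 9 of the 140 annotated CAZyme genes were called up and 3 down. The number called was 7 without high melanin replicate 3 and reached 12 without low melanin replicate 2. The GH16 gene with protein ID 95463 was also called up but has no entry in the copy, so it is not counted.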

The ‘CAZymes’ category genes were again more up‐ than down‐regulated on high melanin necromass (10 up; 3 down).

### 2.3 CAZyme Gene Families Specific to Fungal Cell Wall Components Were Up‐Regulated on Necromass

To add clarity relative to melanin and other necromass‐specific decay pathways within the CAZymes, we further divided CAZymes based on the annotation and functional assignments of genes into six broadly defined categories (Figure 2B). In this mannose‐focused section of the article and the following sections of our Results, we detail these categories by fungal cell wall component—mannan/mannoproteins on the outermost layer, α‐ and β‐glucan, chitin/chitosan and finally melanin‐linked genes toward the base layer near the fungal cell membrane.

#### 2.3.1 Mannose and Mannoprotein Components

The cell walls of many Ascomycota fungi contain galactomannan (GM) and galactosaminogalactan (GAG) presented on the outermost layer, with GM containing α‐1,2‐mannose, α‐1,6‐mannose and galactofuranose sugar units, while the GAG is made up of N‐acetylgalactosamine, galactoseamine and galactopyranose (Chakraborty et al. 2021; Fernando et al. 2023). Compared to our glucose treatment, both the low melanin and high melanin necromass treatments resulted in up‐regulation of mannan‐ and mannoprotein‐active CAZyme genes (Figure 2B). 

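The copy of Table S1 holds 10 genes of families GH47, GH76, GH92 and GH125. Of these, 8 were called up and 1 down on low melanin necromass against glucose, and on high melanin necromass 9 were called up and 1 down. Genes M419DRAFT_24645 (GH47) and M419DRAFT_23689 (GH76), also called up on high melanin necromass, have no entry in the copy and are not counted.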

Genes encoding a diverse set of CAZyme families (GH47, GH76, GH92 and GH125) implicated in the removal of mannose from GM and GAG were overexpressed on necromass as compared to glucose (Figures 3 and S1). Among these genes, three GH47‐encoding (mannosyl‐oligosaccharide α‐1,2‐mannosidase) genes were up‐regulated on both necromass treatments, as compared to glucose (cluster 3 in Figure 3). Similarly, three GH76‐encoding (endo‐α‐1,6‐mannanase) genes, four GH92‐encoding (exo‐acting α‐mannosidase) genes, and one GH125‐encoding (exo‐α‐1,6‐mannosidase) gene were up‐regulated by *T. reesei* when it was grown on either necromass type, compared to glucose (clusters 3 and 4 in Figure 3). 

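The GH47 gene with protein ID 83445 rose from 15.6 ± 3.76 CPM on glucose (SD, n = 3) to 133 ± 17.6 CPM on low and 116 ± 29.8 CPM on high melanin necromass. Its log2 fold changes were 3.09 (SE 0.24, adjusted p = 2.05e-06) and 2.90 (SE 0.23, adjusted p = 2.37e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both other GH47 genes of Figure S1 lay near the fold change threshold on low melanin necromass. Protein ID 101105 changed by 1.95 (SE 0.13) on low and 2.10 (SE 0.13) on high melanin necromass, and gene M419DRAFT_24645 by 1.93 (SE 0.13) and 2.18 (SE 0.13), with adjusted p values from 3.5e-07 to 1.07e-06 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among the 151 gene tests named at these results, glmTreat was the alternative that changed most, with 38 no longer past the threshold. For protein ID 101105 on low melanin necromass, the threshold was reached with upper-quartile factors (2.01) and without glucose replicate 1 (2.04).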

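Among the GH76 genes, protein ID 112243 rose from 1.59 ± 0.526 CPM on glucose (SD, n = 3) to 157 ± 22.2 CPM on low and 91.2 ± 28.9 CPM on high melanin necromass. The log2 fold changes were 6.61 (SE 0.33, adjusted p = 1.74e-07) and 5.82 (SE 0.33, adjusted p = 2.45e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Protein ID 126869 changed by 4.17 (SE 0.22) and 4.13 (SE 0.22). Gene M419DRAFT_23689 changed by 1.98 (SE 0.15) on low melanin necromass, just short of the threshold, and by 2.84 (SE 0.16) on high melanin necromass. Its low melanin value passed the threshold with upper-quartile factors (2.04) and without glucose replicate 2 (2.14), low melanin replicate 1 (2.04) or low melanin replicate 3 (2.02). The 4 GH92 genes were called up on both necromass types, with log2 fold changes from 2.32 (protein ID 71164) to 5.94 (protein ID 25615) on low and from 3.51 to 5.88 on high melanin necromass. Protein ID 8140, the least abundant of them, had 2 to 8 counts per glucose library. The GH125 gene with protein ID 12995 rose from 7.23 ± 2.72 CPM on glucose to 168 ± 12.0 CPM on low and 126 ± 5.75 CPM on high melanin necromass, with log2 fold changes of 4.54 (SE 0.25, adjusted p = 2.66e-07) and 4.12 (SE 0.24, adjusted p = 3.32e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

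**Figure D1:**
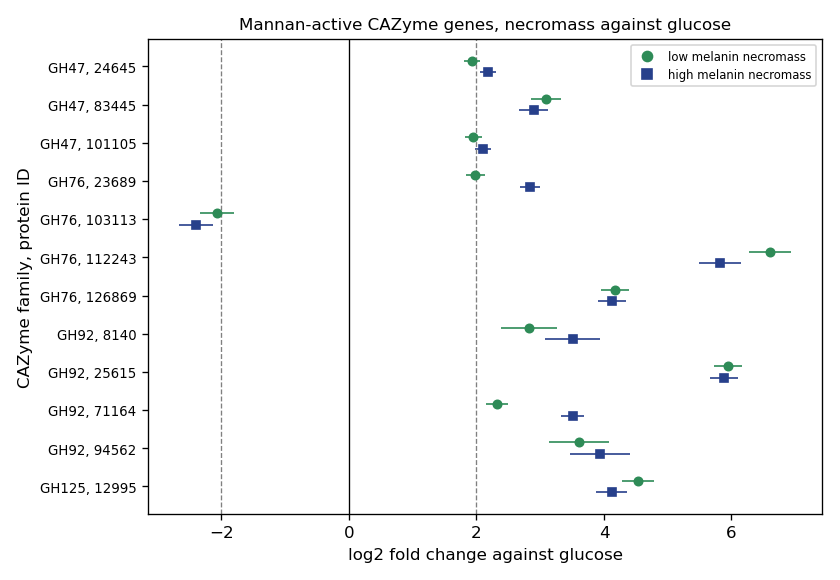
Log2 fold change against glucose (x axis) of the GH47, GH76, GH92 and GH125 genes (y axis, family and protein ID) on low (green circles) and high (blue squares) melanin necromass, with bars of 1 SE (n = 3 per substrate) and dashed lines at the fold change threshold of 2 in either direction. Only GH76 gene 103113 lies below 0, and 3 genes lie between 1.93 and 1.98 on low melanin necromass.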

Only one GH76‐encoding gene was down‐regulated on necromass (cluster 5 in Figure 3).

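The GH76 gene with protein ID 103113 fell from 540 ± 225 CPM on glucose (SD, n = 3) to 129 ± 7.96 CPM on low and 102 ± 9.23 CPM on high melanin necromass. The log2 fold changes were −2.07 (SE 0.27, adjusted p = 8.06e-05) and −2.40 (SE 0.27, adjusted p = 2.74e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The first of these changes fell short of the threshold without glucose replicate 3 (−1.75).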

**FIGURE 3:**
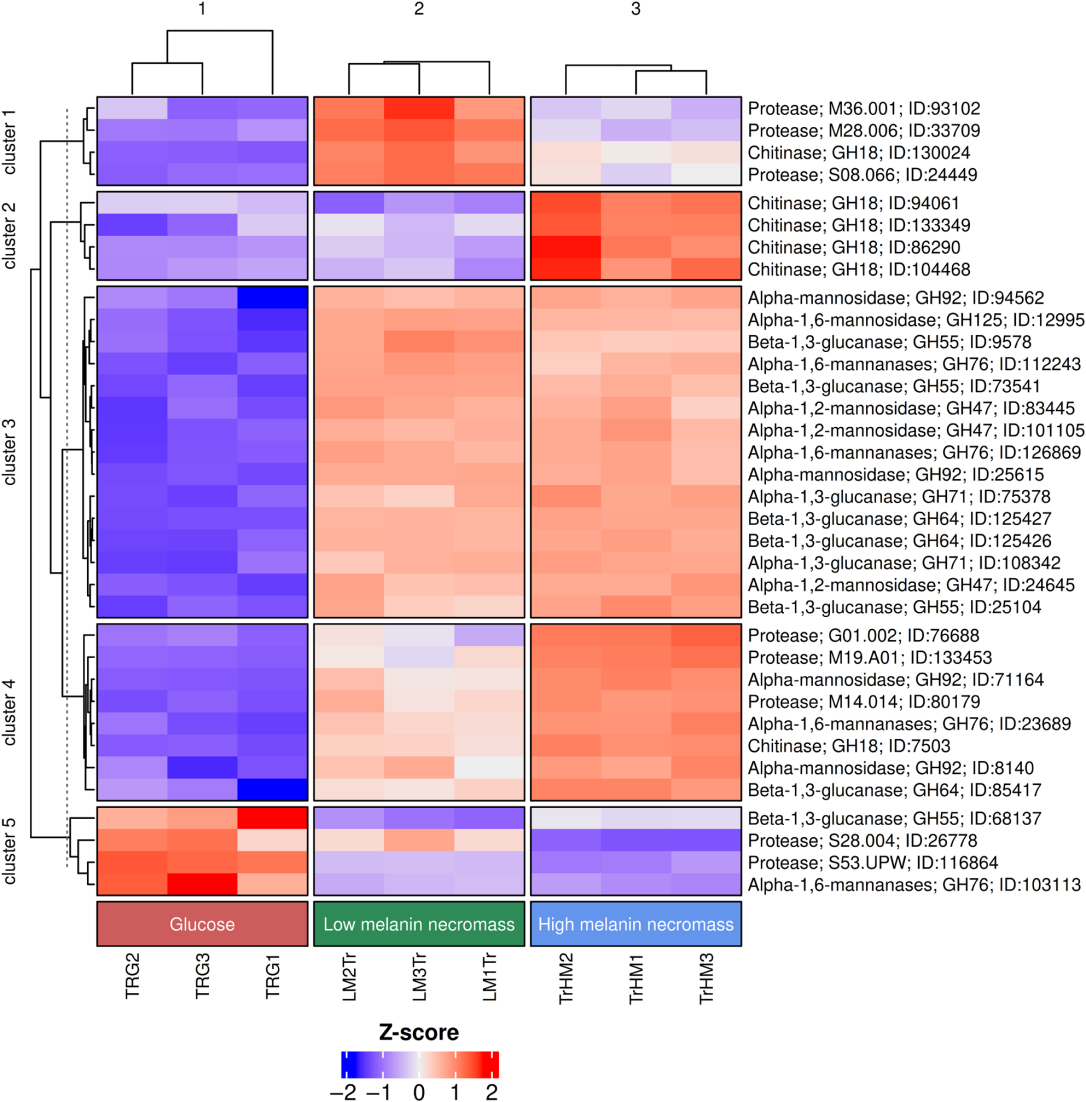
Heatmap of selected genes with significant differential expression (Benjamini–Hochberg adjusted *p* < 0.05) between glucose (1% w/v), low melanin fungal necromass (0.45% w/v) and high melanin fungal necromass (0.45% w/v) treatments. Differentially expressed genes were grouped into five clusters based on their expression across the three treatments, represented by the *Z*‐score (row scaling) of each gene. Each treatment is represented by three independent biological replicates. For maintaining the default order of all treatments in this figure, that is, glucose (red), low melanin necromass (green) and high melanin necromass (blue), ‘cluster_column_slices’ in ComplexHeatmap was set as ‘FALSE’.

#### 2.3.2 Glucan Components

Glucans (α‐ and β‐linked) are the most abundant components of most fungal cell walls, and they maintain cell wall strength and rigidity. The genome of *T. reesei* contains several genes that encode glucanases, and these belong to different CAZyme families. Although a major biotechnological reason to study this fungus has been their high titre production of β‐1,4‐glucanases (cellulases, particularly exo‐acting), there are several CAZyme families more relevant for this study that act on the prevalent β‐1,3‐glucan in fungal cell walls (Santos et al. 2020), including GH16, GH17, GH55, GH64 and GH128. CAZyme families active on β‐glucan were comparable across our treatments (Figure 2B), but two of these families, GH55 and GH64, showed a consistent response to necromass, as compared to glucose (cluster 3 and 4 in Figure 3). 

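Families GH16, GH17, GH55, GH64, GH128 and GH30_3 have 16 genes in the copy of Table S1. Against glucose, 6 of them were called up and 8 down on low melanin necromass, and 7 were called up and 8 down on high melanin necromass. Gene M419DRAFT_25104 (GH55), also called up on high melanin necromass, has no entry in the copy and is not counted.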

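In family GH55, protein ID 9578 rose from 0.360 ± 0.103 CPM on glucose (SD, n = 3) to 3.31 ± 0.504 CPM on low and 2.15 ± 0.0633 CPM on high melanin necromass, and protein ID 73541 rose from 0.939 ± 0.210 CPM to 9.93 ± 0.0961 and 8.26 ± 0.895 CPM. The log2 fold changes on low melanin necromass were 3.19 (SE 0.27, adjusted p = 4.26e-06) and 3.40 (SE 0.20, adjusted p = 4.58e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On high melanin necromass they were 2.57 (SE 0.28, adjusted p = 1.71e-05) and 3.13 (SE 0.20, adjusted p = 5.83e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gene M419DRAFT_25104 changed by 1.89 (SE 0.16) on low and 2.36 (SE 0.16) on high melanin necromass. Protein ID 68137 fell from 18.1 ± 11.2 CPM on glucose to 3.04 ± 0.489 CPM on low melanin necromass, a log2 fold change of −2.57 (SE 0.39, adjusted p = 0.000205, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which was −1.94 without glucose replicate 1. On high melanin necromass its change of −1.55 (SE 0.37, adjusted p = 0.00328, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) did not reach the fold change threshold. Between the necromass types this gene, M419DRAFT_68137, differed by 1.02 (SE 0.38, adjusted p = 0.131, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).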

Three GH55 family genes encoding β‐1,3‐glucanases were differentially expressed (2 up; 1 down; log2 fold change ≥ 2 and ≤ −2; *p* (adjusted) < 0.05) on necromass, compared to glucose (cluster 3 and 5 in Figures 3 and S2A). Three GH64 family genes were up‐regulated on high melanin necromass, and two GH64 genes were up‐regulated on low melanin necromass (Figure S2B), in comparison to their expression on glucose.

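The GH64 genes with protein IDs 125426 and 125427 stood at 2.61 ± 1.01 and 0.884 ± 0.0871 CPM on glucose (SD, n = 3). They reached 194 ± 10.7 and 72.3 ± 2.96 CPM on low melanin necromass, log2 fold changes of 6.20 (SE 0.26, adjusted p = 6.58e-08) and 6.34 (SE 0.13, adjusted p = 2.79e-09, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On high melanin necromass they reached 257 ± 41.6 and 94.9 ± 7.25 CPM, changes of 6.61 (SE 0.26) and 6.73 (SE 0.13). Protein ID 85417 is near the floor on glucose, with 1 to 6 counts per library. It changed by 2.70 on high melanin necromass (SE 0.44, adjusted p = 0.000299) and by 1.86 on low melanin necromass (SE 0.46, adjusted p = 0.00479, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), where it was called only without glucose replicate 2 (2.31) or without glucose replicate 3 (2.05). Between the necromass types this gene, M419DRAFT_85417, differed by 0.84 (SE 0.36, adjusted p = 0.179, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).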

The differentially expressed genes encoding other glucan‐active CAZyme families were more variable. Three genes encoding GH17 and two genes encoding GH128 family CAZymes were down‐regulated in the presence of necromass as compared to glucose (Figure S3). 

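The GH17 genes with protein IDs 110434 and 124460 fell from 1020 ± 278 and 740 ± 82.0 CPM on glucose (SD, n = 3). On low melanin necromass their log2 fold changes were −3.42 (SE 0.23, adjusted p = 9.59e-07) and −2.89 (SE 0.16, adjusted p = 2.99e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and on high melanin necromass −4.32 (SE 0.24) and −3.73 (SE 0.17). Protein ID 141702 fell by 2.75 on the log2 scale on high melanin necromass (SE 0.37, adjusted p = 9.45e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On low melanin necromass its change was −1.01 (SE 0.35, adjusted p = 0.0261, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with replicates that overlapped those on glucose and an adjusted p from 9.81e-05 to 0.0943 across the alternatives other than glmTreat. Its direct difference between the necromass types (locus tag M419DRAFT_141702) was −1.74 (SE 0.36, adjusted p = 0.018, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The GH128 gene 105655 changed by −3.04 (SE 0.12) on low and −3.39 (SE 0.12) on high melanin necromass. Protein ID 34405, also GH128, changed by −2.95 (SE 0.37) and −3.92 (SE 0.40), with 5 or 6 counts per high melanin library. The adjusted p of these 2 genes ranged from 1.96e-08 to 5.52e-05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).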

When we compared the low melanin necromass treatment with glucose, two GH16‐encoding genes were up‐regulated (protein ID = 103726 and 93445) and two genes were down‐regulated (Figure S4). 

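Protein ID 103726 rose from 2.03 ± 1.50 CPM on glucose (SD, n = 3) to 191 ± 12.0 CPM on low melanin necromass, a log2 fold change of 6.54 (SE 0.41, adjusted p = 6.49e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Protein ID 93445 had at most 1 count in each glucose library and 3 to 7 counts in each low melanin library, at least 1.48-fold higher (adjusted p = 0.00842, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Protein IDs 111701 and 136875 fell from 217 ± 37.2 and 536 ± 60.7 CPM on glucose to 10.1 ± 2.45 and 120 ± 4.17 CPM. Their log2 fold changes were −4.42 (SE 0.20, adjusted p = 9.89e-08) and −2.16 (SE 0.12, adjusted p = 2.55e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).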

A total of five genes encoding GH16 family of glucanases were differentially expressed when we compared high melanin necromass treatment with glucose. Of these, three genes were up‐regulated (protein ID = 103726; 93445; [protein ID = 95463; log2 fold change = 1.8]) in the presence of high melanin necromass whereas two genes were down‐regulated (Figure S4). 

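On high melanin necromass protein ID 103726 reached 378 ± 20.7 CPM (SD, n = 3), a log2 fold change of 7.52 against glucose (SE 0.43, adjusted p = 2.76e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Protein ID 93445 was at least 8.11-fold higher than on glucose (adjusted p = 2.13e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The change of protein ID 95463 was 1.87 (SE 0.46, adjusted p = 0.00405, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 2 to 10 counts per glucose library. It passed the fold change threshold without glucose replicate 1 (2.19) or without glucose replicate 3 (2.03). The genes with protein IDs 111701 and 136875 changed by −6.46 (SE 0.23, adjusted p = 2.14e-08) and −2.25 (SE 0.12, adjusted p = 1.63e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).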

Comparing the low and high melanin treatments revealed two genes (protein ID = 93445 and 95463) up‐regulated and one gene (protein ID = 111701) down‐regulated in the presence of high melanin necromass, although the same gene was also up‐regulated on glucose (Figure S4). 

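High melanin necromass had 1.27 ± 0.155 CPM of protein ID 93445 (SD, n = 3) against 0.232 ± 0.122 CPM on low melanin necromass, a log2 fold change of 2.45 (SE 0.40, adjusted p = 0.00751, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Protein ID 95463 had 1.18 ± 0.205 against 0.146 ± 0.0858 CPM, a change of 2.98 (SE 0.52, adjusted p = 0.00885, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 1 to 4 counts per low melanin library. Protein ID 111701 had 2.46 ± 0.214 CPM on high melanin necromass and changed by −2.04 (SE 0.21, adjusted p = 0.00131, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This value is close to the threshold, and the gene was not called without low melanin replicate 3 (−1.83) or without high melanin replicate 3 (−1.99).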

There was a single GH30_3‐encoding gene (active on β‐1,6‐glucan) that was down‐regulated in the presence of both low and high melanin necromass, as compared to glucose (Figure S4).

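This GH30_3 gene, protein ID 74697, was low and variable on glucose, with 29 to 258 counts per library and 4.96 ± 5.64 CPM (SD, n = 3). On low and high melanin necromass it stood at 0.339 ± 0.0422 and 0.565 ± 0.307 CPM. The log2 fold changes were −3.86 (SE 0.87, adjusted p = 0.00277) and −3.13 (SE 0.81, adjusted p = 0.00564, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without glucose replicate 1 the changes were −2.32 and −1.59, and the second was no longer called.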

In addition to β‐glucan, the cell walls of fungi in the Ascomycota, such as those of *Aspergillus* species, also contain α‐glucan (Chakraborty et al. 2021; Fernando et al. 2023). The α‐glucan‐active CAZyme families that were differentially expressed were all up‐regulated on necromass (Figure 2B), with *T. reesei* up‐regulating two genes (*p* (adjusted) < 0.05) that encode α‐1,3‐glucanases in the GH71 family (cluster 3 in Figures 3 and S2C).

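The GH71 gene with protein ID 75378 rose from 2.23 ± 0.392 CPM on glucose (SD, n = 3) to 13.9 ± 2.81 CPM on low and 19.7 ± 2.70 CPM on high melanin necromass. Its log2 fold changes were 2.63 (SE 0.21, adjusted p = 3.13e-06) and 3.14 (SE 0.22, adjusted p = 8.35e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Protein ID 108342 rose from 0.138 ± 0.150 CPM, with 1 to 7 counts per glucose library, to 3.68 ± 0.673 and 4.89 ± 0.439 CPM. Its changes were 4.62 (SE 0.46, adjusted p = 1.32e-05) and 5.03 (SE 0.46, adjusted p = 5.7e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

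**Figure D2:**
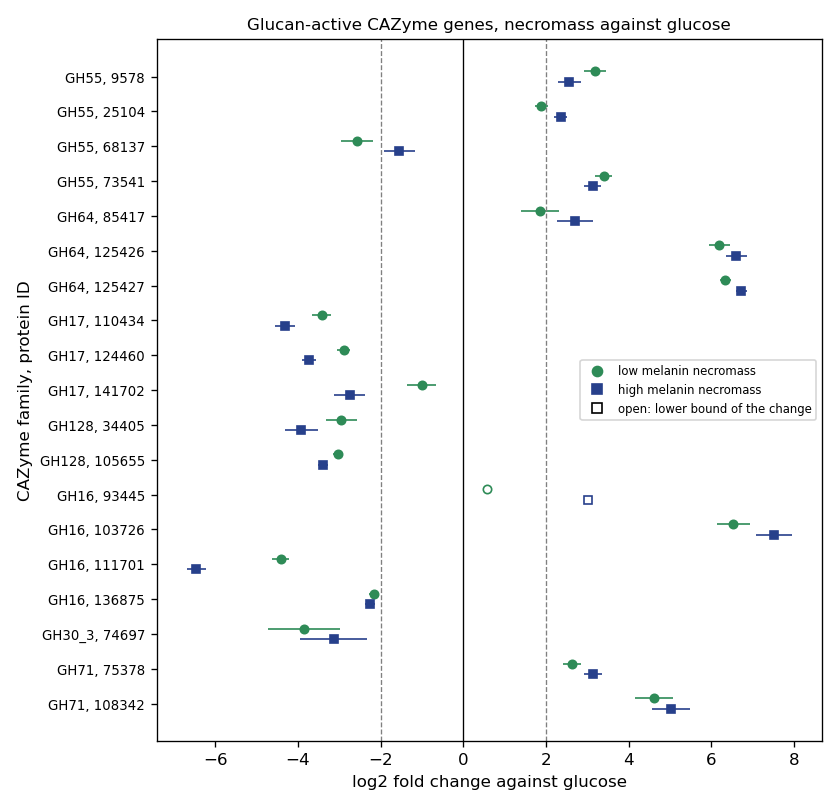
Log2 fold change against glucose (x axis) of the GH55, GH64, GH17, GH128, GH16, GH30_3 and GH71 genes (y axis, family and protein ID) on low (green circles) and high (blue squares) melanin necromass, with bars of 1 SE (n = 3 per substrate) and dashed lines at the fold change threshold of 2 in either direction. The open markers of GH16 gene 93445 are lower bounds, and the GH17 and GH128 genes lie below 0 on both necromass types.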

#### 2.3.3 Chitin and Chitosan Components

A hallmark of many fungi is the presence of chitin in the cell wall, providing tensile strength and rigidity by forming complexes with β‐glucan within the cell wall matrix. 

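Families GH18, GH20, GH75, GH89 and AA11 have 16 genes in the copy of Table S1. Between high and low melanin necromass 6 of them were called up and 1 down. Against glucose, 6 were called up and 4 down on low melanin necromass, and 12 were called up and 3 down on high melanin necromass.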

A key difference between treatments with low and high melanin necromass was the up‐regulation of chitin‐active CAZyme genes when growing on high melanin necromass (Figure 2B). Six genes encoding chitinase enzyme family GH18 were differentially expressed when *T. reesei* was grown in the presence of high melanin necromass compared to low melanin necromass (cluster 1, 2 and 4 in Figures 3 and S5). Of these, five genes were up‐regulated (log2 fold change ≥ 2; *p* (adjusted) < 0.05) in the presence of high melanin necromass (cluster 2 and 4 in Figure 3), whereas one gene was down‐regulated (log2 fold change ≤ −2; *p* (adjusted) < 0.05; cluster 1 in Figure 3). 

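Of the 12 GH18 genes in the copy of Table S1, those with protein IDs 7503, 86290, 94061, 104468 and 133349 were called up on high versus low melanin necromass. Protein ID 7503 had 29.4 ± 4.41 CPM on high and 6.64 ± 0.981 CPM on low melanin necromass (SD, n = 3), a log2 fold change of 2.14 (SE 0.22, adjusted p = 0.00138, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Protein ID 133349 had 31.5 ± 10.1 against 3.49 ± 0.951 CPM, a change of 3.17 (SE 0.57, adjusted p = 0.00983, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was not called without low melanin replicate 1 (3.23) or without low melanin replicate 3 (2.97), where its adjusted p was over 0.05. The genes 86290, 94061 and 104468 are near the floor on low melanin necromass, with 1 to 6 counts per library. They changed by 4.22 (SE 0.59), 3.55 (SE 0.33) and 3.64 (SE 0.50), with adjusted p values of 0.00426, 0.000876 and 0.00388 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Protein ID 130024 was called down, at 2.20 ± 0.259 CPM on high and 11.2 ± 3.55 CPM on low melanin necromass, a change of −2.35 (SE 0.28, adjusted p = 0.00447, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In each of these genes the high melanin replicates did not overlap the low melanin replicates. Of the others, protein ID 142123 changed by −1.59 (SE 0.28, adjusted p = 0.00905, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with replicates that did not overlap and an adjusted p from 6.96e-07 to 0.0570 across its alternatives other than glmTreat, the highest without high melanin replicate 1. Protein ID 124526 changed by 1.27 (SE 0.16, adjusted p = 0.00327) and protein ID 79622 by 1.12 (SE 0.29, adjusted p = 0.043, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 3 changes were short of the fold change threshold. The adjusted p of 79622 ranged from 0.000857 to 0.193 across its alternatives other than glmTreat.

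**Figure D3:**
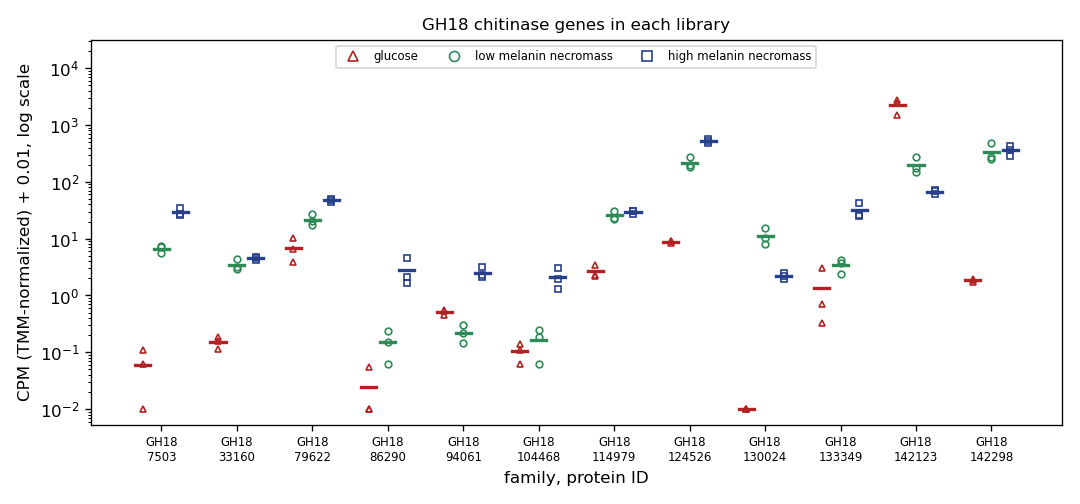
Normalized CPM plus 0.01 on a log axis (y axis) of the 12 GH18 genes (x axis, protein ID) in each of the 3 libraries on glucose (red triangles), low (green circles) and high (blue squares) melanin necromass, with lines at the group means. Gene 142123 is highest on glucose, and points at the bottom of the axis (all 3 glucose libraries of gene 130024, 2 of gene 86290 and 1 of gene 7503) are libraries with 0 counts.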

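Protein ID 135815, an AA11 gene, had 14 to 39 counts per high melanin library and 3 to 8 per low melanin library, equal to 1.11 ± 0.544 and 0.220 ± 0.119 CPM (SD, n = 3). The log2 fold change was 2.29 (SE 0.48, adjusted p = 0.0179, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gene was not called without low melanin replicate 1 (2.11) or without low melanin replicate 3 (2.06), and the adjusted p ranged from 0.00678 to 0.0930 across the alternatives other than glmTreat. Against glucose, where it stood at 0.228 ± 0.0444 CPM, the gene was called up on high melanin necromass (2.27, SE 0.48, adjusted p = 0.00164, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On low melanin necromass the fold change of −0.02 (SE 0.60) has no stable sign, and it was 0.03 with upper-quartile factors.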

Regarding chitin degradation, we also identified that a gene (protein ID = 135815) encoding lytic polysaccharide monooxygenase (LPMO) belonging to the auxiliary activity (AA) family AA11 was up‐regulated by *T. reesei* in response to high melanin necromass as compared with low melanin necromass (Figure S6). 

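For protein ID 97768 the level was 18.9 ± 10.4 CPM on glucose, 37.2 ± 3.41 CPM on low and 42.3 ± 2.35 CPM on high melanin necromass (SD, n = 3). The log2 fold changes were 0.98 (SE 0.36, adjusted p = 0.0316) and 1.16 (SE 0.36, adjusted p = 0.0142, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn, they lay between 0.59 and 1.36 on low and between 0.77 and 1.54 on high melanin necromass. The lowest values were those without glucose replicate 1. Across the alternatives other than glmTreat the adjusted p ranged from 0.00229 to 0.0945 on low melanin necromass, where it was under 0.05 in 7 of 12 (and in 2 of the 3 fits without 1 high melanin library), and from 0.000321 to 0.0438 on high melanin necromass.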

While two other AA11‐encoding genes did not meet the cutoff criteria, we noticed that one of the genes (protein ID = 97768) was up‐regulated (log2 fold change = 1.2) in the presence of both low and high melanin necromass as compared to glucose. 

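The third AA11 gene, protein ID 71162, averaged 40.2 ± 28.5 CPM on glucose, 44.1 ± 10.7 CPM on low and 14.8 ± 2.85 CPM on high melanin necromass (SD, n = 3). Glucose replicate 1 had 7.74 CPM, below every high melanin library, and the other glucose replicates had 51.9 and 60.9 CPM. The log2 fold change on high melanin necromass was −1.44 against glucose (SE 0.58, adjusted p = 0.0448) and −1.57 against low melanin necromass (SE 0.58, adjusted p = 0.124, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). No high melanin library overlapped a low melanin library, yet the adjusted p of that comparison was under 0.05 when the fit held the 2 necromass groups alone (0.000778) or left out glucose replicate 1 (0.000325), and it reached 0.347 without low melanin replicate 3.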

The other gene (protein ID = 71162) was down‐regulated in the presence of high melanin necromass compared to both glucose and low melanin necromass (Figure S6).

In addition to GH18, CAZyme families active on chitosan and/or chitin were differentially expressed, including GH75 and GH89 when comparing necromass to glucose treatments. We found that a chitosanase‐encoding gene (protein ID = 57859; GH75), an N‐acetylglucosaminidase‐encoding gene (protein ID = 71653; GH89), and a GH18 encoding gene (protein ID = 142123) were up‐regulated (log2 fold change ≥ 2; *p* (adjusted) < 0.05) in the presence of glucose, compared to necromass (Figure S7). 

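Protein ID 57859 (GH75) stood at 13.0 ± 0.688 CPM on glucose, 1.38 ± 0.148 CPM on low and 1.59 ± 0.240 CPM on high melanin necromass (SD, n = 3). Its log2 fold changes were −3.23 (SE 0.19, adjusted p = 4.09e-07) and −3.03 (SE 0.19, adjusted p = 4.26e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Protein ID 71653 (GH89) stood at 21.7 ± 1.98, 4.21 ± 1.40 and 1.60 ± 0.514 CPM. It changed by −2.37 (SE 0.28, adjusted p = 4.01e-05) and −3.75 (SE 0.31, adjusted p = 2.61e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The GH18 gene 142123 stood at 2239 ± 674, 199 ± 65.8 and 66.4 ± 5.91 CPM and changed by −3.49 (SE 0.30, adjusted p = 4.51e-06) and −5.07 (SE 0.32, adjusted p = 5.2e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In all 3 genes the glucose replicates lay above every necromass replicate.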

Overall, however, most chitinase‐encoding genes in *T. reesei* were up‐regulated on necromass, compared to glucose.

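Of the 12 GH18 genes, 6 were called up and 1 down on low melanin necromass against glucose, and on high melanin necromass 11 were called up and 1 down. Protein ID 130024 had 0 counts in every glucose library and was at least 71.6-fold higher on low and at least 14-fold higher on high melanin necromass. Protein ID 7503 had at most 2 counts per glucose library and was at least 42.4-fold and at least 187-fold higher. Among the GH18 genes not given as lower bounds, the largest change was that of protein ID 142298. Its log2 fold changes were 7.53 on low (SE 0.34, adjusted p = 9.42e-08) and 7.62 on high melanin necromass (SE 0.34, adjusted p = 7.37e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its glucose level was 1.82 times what the 0.297% share of low melanin transcripts would bring. The genes 114979, 33160 and 124526 changed by 3.27, 4.52 and 4.63 on low and by 3.47, 4.90 and 5.90 on high melanin necromass. On low melanin necromass protein IDs 79622 (1.65) and 133349 (1.32) were called only without glucose replicate 1 (2.07 and 2.76). Protein ID 94061 changed by −1.23 there (SE 0.38, adjusted p = 0.0146, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and by 2.32 on high melanin necromass (SE 0.29, adjusted p = 5.06e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The first of these adjusted p values ranged from 0.0124 to 0.0636 across the alternatives other than glmTreat. For protein IDs 86290 and 104468, with at most 5 counts in any low melanin or glucose library, no difference between those substrates passed the test, while DESeq2 and 1 other alternative called 86290 up.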

#### 2.3.4 Melanin and Protein Components

As melanin is not a single chemical compound, it is a challenge to quantify (colour can qualify its presence/abundance), and it may be present in the outermost, innermost or middle layers of fungal cell walls, or be uniformly integrated (Eisenman and Casadevall 2012). Some relevant proteases were differentially expressed when *T. reesei* was grown on *H. bicolor* necromass, compared to glucose, and two protease‐encoding genes were up‐regulated on high versus low melanin necromass (log2 fold change ≥ 2; *p* (adjusted) < 0.05), including a metalloprotease gene (protein ID = 133453; M19) and a glutamic protease gene (protein ID = 76688; G1) (cluster 4 in Figures 3 and S8). 

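The metalloprotease gene 133453 had 0 counts on glucose in every library. It stood at 3.32 ± 0.299 CPM on high and 0.779 ± 0.234 CPM on low melanin necromass (SD, n = 3), a log2 fold change of 2.09 (SE 0.29, adjusted p = 0.00716, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was not called without low melanin replicate 3 (1.88). The glutamic protease gene 76688 stood at 10.3 ± 1.74 and 1.32 ± 0.718 CPM, a change of 2.94 (SE 0.38, adjusted p = 0.00343, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For both genes, all 3 high melanin libraries were above all 3 low melanin libraries.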

Although expression of a gene (protein ID = 80179) encoding a carboxypeptidase MeCPA (family M14) did not meet the fold change threshold (log2 fold change ≥ 2), it was notably up‐regulated (log2 fold change = 1.1; *p* (adjusted) < 0.05) when *T. reesei* was grown on high melanin necromass (cluster 4 in Figures 3 and S8). 

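Protein ID 80179 had 6.37 ± 0.544 CPM on high and 2.91 ± 1.25 CPM on low melanin necromass (SD, n = 3). The log2 fold change was 1.12 (SE 0.30, adjusted p = 0.0452, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its adjusted p lay near 0.05 and ranged from 0.010 without glucose replicate 1 to 0.182 without low melanin replicate 3.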

We also found that five genes were down‐regulated on high melanin necromass in comparison to low melanin necromass (log2 fold change ≤ −2; *p* (adjusted) < 0.05). These included two genes encoding for metalloproteases (protein ID = 33709; M28) (protein ID = 93102; M36) (cluster 1 in Figures 3 and S8) and three genes encoding for serine proteases (protein ID = 24449; S08) (protein ID = 26778; S28) (protein ID = 116864; S53) (cluster 1 and 5 in Figure 3). However, genes encoding serine protease family S28 and S53 were also up‐regulated in the presence of glucose (log2 fold change ≥ 2; *p* (adjusted) < 0.05; cluster 5 in Figures 3 and S8).

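The gene 33709 (M28) fell from 14.7 ± 3.74 CPM on low to 0.685 ± 0.262 CPM on high melanin necromass (SD, n = 3), a log2 fold change of −4.41 (SE 0.37, adjusted p = 0.000556, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gene 93102 (M36) fell from 9.12 ± 4.33 to 1.31 ± 0.286 CPM, a change of −2.79 (SE 0.47, adjusted p = 0.00793, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among the serine proteases, 24449 (S08) fell from 62.4 ± 10.3 to 5.86 ± 2.31 CPM, a change of −3.41 (SE 0.29, adjusted p = 0.000556), and 26778 (S28) from 122 ± 51.7 to 14.1 ± 1.38 CPM, a change of −3.11 (SE 0.45, adjusted p = 0.00473, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gene 116864 (S53) fell from 6.15 ± 0.455 to 1.21 ± 0.751 CPM, a change of −2.36 (SE 0.41, adjusted p = 0.0086, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was not called without high melanin replicate 1 (−2.15), and its low melanin level was 0.877 times what the 0.422% share of glucose transcripts would bring.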

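On glucose the S53 gene 116864 stood at 1687 ± 635 CPM (SD, n = 3), with log2 fold changes of −8.10 on low (SE 0.46, adjusted p = 3.17e-07) and −10.46 on high melanin necromass (SE 0.51, adjusted p = 1.13e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The size of the change on low melanin necromass is limited by the 0.422% share, which would bring a level as high as the one found there. High melanin replicates 1, 2 and 3 stood at 0.856, 0.710 and 2.08 CPM. The lower shares of glucose transcripts in these libraries, 0.0614%, 0.0580% and 0.228%, would bring levels of similar size. The size of the high melanin change is therefore limited as well. The S28 gene 26778 stood at 239 ± 125 CPM on glucose. It changed by −4.09 on high melanin necromass (SE 0.47, adjusted p = 2.84e-05) and by −0.98 on low melanin necromass (SE 0.41, adjusted p = 0.0554, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), where the replicates of the 2 substrates overlapped.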

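The copy of Table S1 holds 5 AA1 genes. Against glucose, 3 of them were called up and 2 down on low melanin necromass, and 2 were called up and 2 down on high melanin necromass. Protein IDs 36885 and 86804 were the genes called down, with log2 fold changes of −3.98 (SE 0.26) and −4.50 (SE 0.46) on low and −3.62 (SE 0.26) and −4.51 (SE 0.46) on high melanin necromass. Between the necromass types these genes differed by 0.36 (SE 0.25, adjusted p = 0.399) and −0.01 (SE 0.46, adjusted p = 0.992, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The replicates of 36885 did not overlap but the difference did not pass the test, and that of 86804 was smaller than the spread between replicates and was 0.00 with upper-quartile factors.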

Interestingly, *T. reesei* also differentially expressed three laccase‐encoding genes (AA1; Figure S9) when on high melanin necromass. Of these laccase genes, which have often been linked to lignin degradation/modification in other saprotrophic fungi, two were up‐regulated (protein ID = 104519 [log2 fold change > 2] and 88862[log2 fold change = 1.2]), and one was down‐regulated (protein ID = 92940; log2 fold change = −0.92) on high versus low melanin necromass.

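Protein ID 104519 had 0 counts in every glucose library. It stood at 8.13 ± 1.98 CPM on high and 0.607 ± 0.116 CPM on low melanin necromass (SD, n = 3), a log2 fold change of 3.72 (SE 0.30, adjusted p = 0.00138, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Protein ID 88862 stood at 26.9 ± 7.48 and 11.4 ± 5.82 CPM, a change of 1.23 (SE 0.36, adjusted p = 0.0633, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The adjusted p of 88862 ranged from 0.00971 under DESeq2 to 0.236 without low melanin replicate 3. Protein ID 92940 stood at 2.63 ± 0.362 and 4.89 ± 0.685 CPM, a change of −0.89 (SE 0.21, adjusted p = 0.0276, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with a range of the adjusted p from 0.00598 to 0.127. In each of the 3 genes the high melanin replicates did not overlap the low melanin replicates. Against glucose, 104519 was at least 3.88-fold higher on low and at least 51.9-fold higher on high melanin necromass. Protein ID 88862 changed by 2.50 (SE 0.40) on low melanin necromass, where it fell just short of the threshold without low melanin replicate 2 (2.00), and by 3.74 (SE 0.41) on high melanin necromass. Protein ID 92940 changed by 2.71 (SE 0.23) and 1.82 (SE 0.24).

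**Figure D4:**
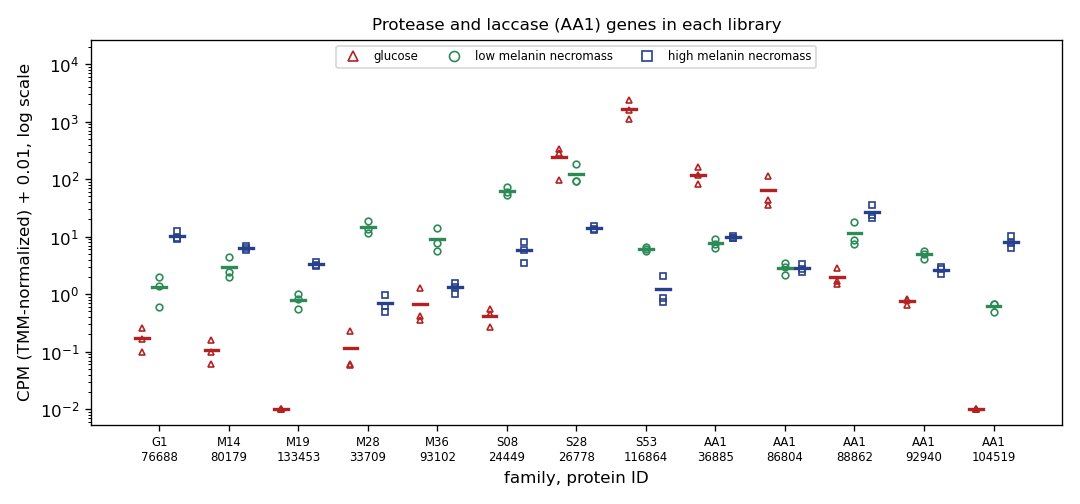
Normalized CPM plus 0.01 on a log axis (y axis) of the 8 protease and 5 AA1 genes (x axis, family and protein ID) in each of the 3 libraries on glucose (red triangles), low (green circles) and high (blue squares) melanin necromass, with lines at the group means. The glucose libraries at the bottom of the axis for genes 133453 and 104519 had 0 counts.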

## 3 Discussion

In this study, we examined the gene expression of a model decomposer on fungal necromass relative to glucose as a positive control, using the Ascomycota *T. reesei* RUT‐C30 strain to avoid repression of complex carbohydrate gene expression. We also included a comparison of low versus high melanin necromass, given that many studies have indicated that melanin limits necromass turnover rates in nature (Fernandez et al. 2016). Because *Trichoderma* spp. have been consistently observed to abundantly associate with decaying necromass in the field, particularly in the early‐ and mid‐decay stages (Cantoran et al. 2023; Maillard et al. 2023), and because of the long history of *T. reesei* as a genomics model system, we used *T. reesei* as a decomposer to characterise genes involved in necromass decomposition.

We found that *T. reesei* overexpressed genes responsible for the utilisation of the largest fungal cell wall fractions (galactomannans; α‐ and β‐glucans) in both low and high melanin necromass compared to glucose. Galactomannan and glucans, respectively, comprise the less dense outer shell and the more rigid core of the cell walls of fungi in the Asocmycota, such as *H. bicolor* (Kang et al. 2018; Chakraborty et al. 2021; Fernando et al. 2023). The up‐regulation of genes encoding α‐1,2‐mannosidase and α‐1,6‐mannosidase might indicate the ability of *T. reesei* to target and remove mannose in the outer layer galactomannan. *Trichoderma* are common fungal biocontrol agents, and as a relevant example, the species *T. harzianum* has been shown to overexpress mannosidase‐encoding genes when encountering phytopathogenic fungi such as *Fusarium solani*, *F. oxysporum* and *Scleortinia sclerotiorum* (Ramada et al. 2016; Nauom et al. 2019).

Once accessing glucans in necromass, *T. reesei* may be induced to express GH71 α‐1,3‐glucanases, known from plant pathogenic *Trichoderma* species to target cell wall α‐glucans (Ait‐Lahsen et al. 2001; Ramada et al. 2016). While several CAZyme families are involved in the degradation of β‐1,3‐glucans (Santos et al. 2020), our data showed that compared to glucose, GH55, GH64 and three GH16‐encoding genes were up‐regulated in response to necromass. Previous research has shown that *Trichoderma* species can overexpress its β‐1,3‐glucanase‐encoding genes (belonging to different CAZyme families) when fungal cell wall components are provided as a carbon substrate (Ramada et al. 2016; Nauom et al. 2019). The only contrast to the above patterns were GH128‐, GH17‐ and two GH16‐encoding genes that were up‐regulated on glucose in comparison to growth on necromass, a pattern duplicated in chitosanase (GH75) and N‐acetylglucosaminidase (GH89). These patterns on glucose treatments could collectively indicate *T. reesei* cell wall remodelling (Gruber and Seidl‐Seiboth 2012) at a later growth stage on an exhausted glucose substrate (White et al. 2002), possibly to relieve stress (Pitson, Seviour, and McDougall 1993; Ramada et al. 2016; Gaderer, Seidl‐Seiboth, and Kappel 2017) and to capture components (e.g., N‐acetylglucosamine) released back into the liquid culture medium (Perez‐Leblic et al. 1982).

In accessing chitin, which we assume is closer to the necromass fungal cell membrane (Kang et al. 2018; Chakraborty et al. 2021; Fernando et al. 2023), *T. reesei* overexpressed familiar chitinase‐encoding genes. Chitinases have been shown to up‐regulate in response to exogenous as well as embedded fungal cell wall chitin among a wide range of filamentous fungi, including several species of *Trichoderma* (Viterbo et al. 2001; Samolski et al. 2009; Gruber and Seidl‐Seiboth 2012; Junges et al. 2014). The pattern of up‐regulation of chitinase‐encoding genes (GH18 family) on necromass, with a higher expression on high melanin necromass, suggests that *T. reesei* might have to invest more energy to access chitin shielded by melanin in the cell wall matrix (Bull 1970). The up‐regulation of AA11‐encoding genes (lytic chitin monooxygenase) on higher than low melanin necromass might be for the same reason.

Regarding melanin, it is harder to pinpoint candidate genes, but the proteases and laccase up‐regulated on high melanin necromass were notable. Proteases have been implicated in the degradation by *Metarhizium* spp. of melanin in insect exoskeletons (St. Leger and Wang 2020), using proteases to breach the outer cuticle in a living insect (Joshi and St. Leger 1999; Freimoser et al. 2003) by inactivating the insect host's prophenoloxidases (Huang et al. 2020). Among biocontrol‐relevant *Trichoderma* species, protease‐encoding genes are often up‐regulated in response to phytopathogenic fungal cell wall components (Steindorff et al. 2014; Ramada et al. 2016; Nauom et al. 2019). For example, during combative interactions with *Verticillium dahliae* on agar plates, *Trichoderma atroviride* overexpressed its metallocarboxypeptidase (M14)‐encoding gene to perhaps target the cell wall structure of its opponent (Morán‐Diez et al. 2019). The involvement of laccase in the degradation of melanin is widespread across fungi with different ecological lifestyles. Catalano et al. (2011) showed that the mycoparasitic *T. virens* can degrade melanized sclerotia of *Botrytis cinerea* and *S. sclerotiorum* using a laccase. Similarly, *Phlebia radiata* and *Phanerochaete chrysosporium*, white rot fungi, use laccase to decolorize melanin from *Cladosporium* spp., (Kaneko et al. 2009) and to degrade sclerotial melanin from *S. sclerotiorum* (Butler, Gardiner, and Day 2009), respectively. Entomopathogenic fungi also express laccase in appressoria to directly disrupt cuticular melanin production (Fang et al. 2010), and in a recent study laccase from *Beauveria bassiana* was shown to interfere with the host phenoloxidase activation, suggesting a role in the oxidation of phenol substrates that the insect used to synthesise melanin (Lu et al. 2021). If melanin degradation is the key to predicting rates of necromass turnover, our results provide protease and laccase candidates to target future work.

Despite demonstrating key transcriptional responses of *T. reesei* in the degradation of *H. bicolor* necromass, we acknowledge that our study has limitations. First, our data is based on liquid‐grown cultures, which are different from a natural environment such as soil. Ideally, a solid‐state design would have been closer to a soil setting, but in our pilot tests, we were unable to get quality RNA (RINs < 4, in many cases) during destructive sampling and RNA extractions. We had this issue in two, full‐scale, separate attempts, which we believe was due to inhibition from unknown necromass components. We note this as a caution for anyone attempting ‘litter bag’ transcriptomics, including meta‐transcriptomics in field trials. Second, the lack of temporal expression data limits any ability to identify genes that might have an expression pattern dependent on time, such as described in the degradation of wood for brown rot fungi (Zhang et al. 2016; Anderson et al. 2022). Particularly for the glucose treatment, our use of RUT‐C30 eliminates the repressive effect of glucose on complex polysaccharide enzyme‐encoding genes, but it does not affect transcription patterns for all CAZyme‐ or protease‐encoding genes, and it could speed cellular respiration and result in comparisons at different growth phases.

Overall, the results we obtained provide an essential foundation for mechanistic studies of how fungi deconstruct necromass, an important yet understudied soil ‘litter’ fraction for C and N cycling that must be addressed (Wang et al. 2021; Buckeridge, Creamer, and Whitaker 2022). In particular, we showed that enzymes active on chitin, glucan, and mannose were overexpressed by *T. reesei* when grown on necromass, which underscores the potential for fungi, along with other microbes (Starke et al. 2020), to utilise C‐ and N‐containing compounds in fungal cell walls. Our study also spotlights a specific set of laccases and proteases that may play a key role in the removal of melanin embedded in the necromass. Determining the extent to which other fungi and bacteria utilise similar or different genes to degrade fungal necromass, particularly with differing levels of melanization, represents a key next step in further understanding how microbial‐derived C and N are cycled and retained in soils.

## 4 Materials and Methods

### 4.1 Fungal Strains and Growth Conditions

*T. reesei* was routinely maintained on malt extract agar in Petri plates. Aseptically, two plugs from the agar plates of *T. reesei* were introduced to malt extract broth medium and flasks were incubated at 26°C and 100 rpm on an Innova 2300 platform shaker (New Brunswick Scientific, USA). After 1 week of incubation, *T. reesei* produced biomass that was harvested using a glass funnel (Fisherbrand, USA) with Whatman qualitative filter paper. The resulting fungal biomass was washed twice with autoclaved distilled water and chopped into pieces in a sterilised glass Petri dish with the help of a sterilised tweezer and knife. Next, we transferred the double‐washed biomass for acclimation to 500 mL Erlenmeyer's flasks (Pyrex, USA) containing 250 mL of Highley's media (Highley 1973; Zhang and Schilling 2017) that lacked any carbon substrate. Flasks were incubated for 24 h at 26°C and 100 rpm on the Innova 2300 platform shaker. After 24‐h acclimation, *T. reesei* biomass was transferred to 125 mL Erlenmeyer's flasks (Pyrex, USA) containing 50 mL Highley's media supplemented with either 1% (w/v) glucose or 0.45% (w/v) low or high melanin fungal necromass as carbon substrates. All flasks were incubated for 7 days at 26°C and shaken at 100 rpm on the Innova 2300 platform shaker.

### 4.2 Low Melanin and High Melanin Necromass From *H. bicolor*

*H. bicolor* (Hambl and Sigler) Vohník, Fehrer and Réblová (formerly *Meliniomyces bicolor*) cultures were grown on half‐strength potato dextrose (HiMedia Laboratories, PA, USA) agar (PDA) plates covered with a gel drying film (Promega, WI, USA) to avoid introducing agar plugs into liquid cultures. *H. bicolor* cultures were maintained in dark conditions at 23°C for 3 weeks. Next, mycelial plugs were transferred to liquid PD broth (PDB), with the pH adjusted to 5 using 10% HCl. Cultures were grown in 125 mL Erlenmeyer glass flasks filled with either 40 or 110 mL of liquid medium to generate low and high melanin biomass, respectively (Fernandez and Kennedy 2018). The cultures were incubated on orbital shakers run at 120 rpm for the low melanin and 150 rpm for the high melanin biomasses for 30 days at 25°C. After the incubation, all of either low or high‐melanin *H. bicolor* mycelium was harvested in bulk onto separate sterile sieves and rinsed with sterile deionised water (diH_2_O) to remove the remaining traces of the liquid medium. Next, the mycelium of each melanin type was homogenised using a mortar and pestle, transferred to sterile 50 mL centrifuge tubes (Fisherbrand, PA, USA), and stored at −80°C overnight. Tubes were then placed into a benchtop Freeze Dryer (Labconco, NH, USA) for 3 days at −50°C under vacuum to create the two necromass types used in this study.

We analysed the biomass of *H. bicolor* using Pyrolysis gas chromatography–mass spectrometry (Py‐GCMS), to determine major chemical components in low melanin and high melanin necromass (Ryan et al. 2020). Sugars and lipids were the two major constituents of both low melanin and high melanin necromass. The relative abundances of sugars in low melanin and high melanin necromass were 0.57 (std. = 0.027) and 0.44 (std. = 0.018), respectively. Moreover, the relative abundance of lipids in low melanin (0.29; std. = 0.023) and high melanin (0.27; std. = 0.006) necromass was comparable. The key difference between the necromass types was the N‐containing component, which was relatively more abundant in high melanin necromass (0.10; std. = 0.006) as compared to low melanin necromass (0.04; std. = 0.001). The relative abundance of the unspecified components in the two necromass types was higher in high (0.16; std. = 0.007) than low melanin necromass (0.08; std. = 0.008). The relative abundances of aromatic and sterols in both necromass types were significantly lower than the rest of the chemical components.

### 4.3 Total RNA Extraction and Purification

Total RNA was extracted from all samples on the same day, following the protocol described elsewhere (Zhang et al. 2016). Briefly, fungal biomass was harvested from the liquid culture with vacuum filtration using Büchner funnels and immediately snap‐frozen with liquid nitrogen. Once frozen, biomass was macerated with mortar and pestle and immediately transferred to pre‐chilled 1.5 mL microcentrifuge tubes. We added 1 mL TRIzol reagent to each sample and vortexed it for 15–30 s. Tubes were then incubated at room temperature for 2 min and afterwards put on ice. To remove cell debris, each sample was centrifuged at 10000 rpm for 10 min and approximately 1000 μL of supernatant was transferred to new 1.5 mL tubes. Next, 200 μL of chloroform was added to each sample and tubes were vigorously shaken with hands for 15 s. Samples were incubated at room temperature for 2 min and then centrifuged at 10000 rpm for 10 min at 4°C. Approximately 500 μL of the upper aqueous phase was transferred to new tubes, and an equal volume of 70% ethanol was added to each sample. PureLink RNA mini kit (Life Technologies, CA, USA) was used for binding, washing and purification of total RNA (Zhang et al. 2016). All samples were treated with DNase using the PureLink DNase kit (Life Technologies, CA, USA), which is compatible with the PureLink RNA mini kit to perform on‐column DNase treatment. RNA integrity and quality were checked using gel electrophoresis. High‐quality RNA with average RIN values exceeding 8 were used for library preparation. This RIN threshold of 8 was easily attainable in this liquid culture set‐up (RINs > 9, commonly), but notably was unattainable (RINs < 4, commonly) in multiple pilot study attempts using necromass presented in litter bags on semi‐solid agar media. This challenge is discussed in our Discussion section, and we assert should be a consideration for others in their future work, including field meta‐transcriptomics.

### 4.4 Library Preparation, RNA Sequencing and Data Analyses

Total RNA samples were submitted to Genewiz (Azenta Life Sciences; New Jersey) for cDNA library preparation with the NEBNext Ultra II RNA Library Prep kit. Poly(A) tail capturing technique was used to harvest only mature mRNA from the total RNA population, thereby leaving rRNA behind. All samples were sequenced using the Illumina HiSeq 4000 platform (Illumina, San Diego, CA) with 2 × 150 bp paired‐end configuration and chemistry.

### 4.5 RNA‐Seq Data Analyses

Raw data were processed with Collection of Hierarchical UMII‐RIS Pipelines (CHURP; v0.2.2), developed by the Supercomputing Institute of the University of Minnesota (Baller et al. 2019), and the trimmed and quality‐controlled reads were used in downstream analyses. Kallisto v0.48.0 (Bray et al. 2016) was used for building the index file and the quantification of transcripts using *T. reesei* RUT‐C30 reference transcriptome (cDNA sequences) downloaded from Ensembl Fungi (https://fungi.ensembl.org/Trichoderma_reesei_rut_c_30_gca_000513815/Info/Index) on April 19, 2023. Transcript abundances from kallisto were imported into R Statistical Software (v4.3.2; R Core Team, 2023) via the taximport v1.30.0 package (Soneson, Love, and Robinson 2015) and analysed using the DESeq2 v1.42.0 (Love, Huber, and Anders 2014) to determine differentially expressed genes between the treatments. Prior to running the DESeq2 functions, we performed pre‐filtered low‐count genes from our dataset using the script: keep ← rowSums (counts (dds) > = 10) > = 3. To normalise samples by the sequencing depth of their respective libraries, we implemented standard DESeq2 functions with default parameters. The Wald test was used to determine statistical significance using the negative binomial generalised linear model. *p* values correction for multiple testing was performed with the Benjamini–Hochberg procedure. In order to generate a heatmap, we transformed the regularised log count data (Love, Huber, and Anders 2014) to the Z‐scale, using scaling per row. Heatmap was generated in R using the ComplexHeatmap package (Gu, Eils, and Schlesner 2016; Gu 2022). Finally, ggplot2 v3.4.4 (Wickham 2016) was used to visualise the analysed data.

## Author Contributions

**Irshad Ul Haq:** methodology, investigation, writing – original draft, writing – review and editing, visualization, software, formal analysis, data curation, validation. **Peter Kennedy:** conceptualization, funding acquisition, writing – review and editing, methodology, supervision, resources, project administration, investigation. **Kathryn M. Schreiner:** writing – review and editing, supervision, resources, methodology. **Julia C. Agnich:** methodology, writing – review and editing, data curation. **Jonathan S. Schilling:** supervision, resources, project administration, conceptualization, funding acquisition, writing – review and editing, investigation.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Table S1.** List of differentially expressed genes (DEGs) with a cutoff threshold of log2 fold change ≥ 2 and ≤ −2; *p* (adjusted) < 0.05, across three treatments.

**Figure S1.** Supplementary Figures.

## Data Availability

Data are available at NCBI under the BioProject number PRJNA1097855 and the Gene Expression Omnibus (GEO) database under the GEO submission number GSE263516. All codes and scripts used in the analysis of data presented in this study are publicly available at https://github.com/IrshadUlHaq1/necromass.

# Supplementary material for: Gene Expression by a Model Fungus in the Ascomycota Provides Insight Into the Decay of Fungal Necromass
**Source:** Environ Microbiol. 2024 Dec 8;26(12):e70006. doi: 10.1111/1462-2920.70006

## **Supplementary Data (Supplementary Figures 1-9)**

### **Gene expression by a model fungus in the Ascomycota provides insight into the decay of fungal necromass**

Irshad Ul Haq<sup>1</sup>, Peter Kennedy<sup>1</sup>, Katie Schreiner<sup>2,3</sup>, Julia C. Agnich<sup>3</sup> Jonathan S. Schilling<sup>1#</sup>

## **Supplementary Figures legends**

### **Supplementary Figure 1**

Expression boxplots of three GH47, four GH76, four GH92 and one GH125-encoding genes differentially expressed (DESeq2; Benjamini-Hochberg (BH) adjusted  $P$  value  $< 0.05$ ) across treatments.

### **Supplementary Figure 2**

Expression boxplots of four GH55 (A) three GH64 (B) and 2 GH71 (C)-encoding genes differentially expressed (DESeq2; Benjamini-Hochberg (BH) adjusted  $P$  value  $< 0.05$ ) across treatments.

### **Supplementary Figure 3**

Expression boxplots of three GH17 and two GH128-encoding genes differentially expressed (DESeq2; Benjamini-Hochberg (BH) adjusted  $P$  value  $< 0.05$ ) across treatments.

### **Supplementary Figure 4**

Expression boxplots of five GH16 and one GH30\_2-encoding genes differentially expressed (DESeq2; Benjamini-Hochberg (BH) adjusted  $P$  value  $< 0.05$ ) across treatments.

### **Supplementary Figure 5**

Expression boxplots of six GH18-encoding genes differentially expressed (DESeq2; Benjamini-Hochberg (BH) adjusted  $P$  value  $< 0.05$ ) across treatments.

### **Supplementary Figure 6**

Expression boxplots of three AA11-encoding genes differentially expressed (DESeq2; Benjamini-Hochberg (BH) adjusted  $P$  value  $< 0.05$ ) across treatments.

### **Supplementary Figure 7**

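The GH20 gene, protein ID 7256, had 21 to 883 counts per glucose library and stood at 26.1 ± 22.3 CPM on glucose, 5.53 ± 1.54 CPM on low and 9.80 ± 0.967 CPM on high melanin necromass (SD, n = 3). Glucose replicate 1 had 0.934 CPM, below every necromass library. The log2 fold change on low melanin necromass was −2.23 (SE 0.90, adjusted p = 0.0453), and on high melanin necromass it was −1.41 (SE 0.86, adjusted p = 0.163, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The low melanin call was lost in 5 of the 6 fits that each left out 1 glucose or low melanin library and in the 3 that each left out 1 high melanin library. In the first 5 of these fits the change lay between −2.44 and −1.65. The call was also lost in the fit of only the 2 groups compared, with the replicate number as a block and with glmTreat. The adjusted p on low melanin necromass ranged from 2.63e-07 without glucose replicate 1 to 0.153 without glucose replicate 3.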

Expression boxplots of one each GH18, GH75, GH89 and GH20-encoding genes differentially expressed (DESeq2; Benjamini-Hochberg (BH) adjusted  $P$  value  $< 0.05$ ) across treatments.

### **Supplementary Figure 8**

Expression boxplots of eight protease-encoding genes differentially expressed (DESeq2; Benjamini-Hochberg (BH) adjusted  $P$  value  $< 0.05$ ) across treatments.

### **Supplementary Figure 9**

Expression boxplots of three AA1-encoding genes differentially expressed (DESeq2; Benjamini-Hochberg (BH) adjusted  $P$  value  $< 0.05$ ) across treatments.

**All supplementary figures:** Each boxplot represents rlog transformed expression in each sample. Colors of boxplots show carbon substrates (treatments). Median is represented by the box center line, whereas the box represent the interquartile range (IQR).

Supplementary Figure 1

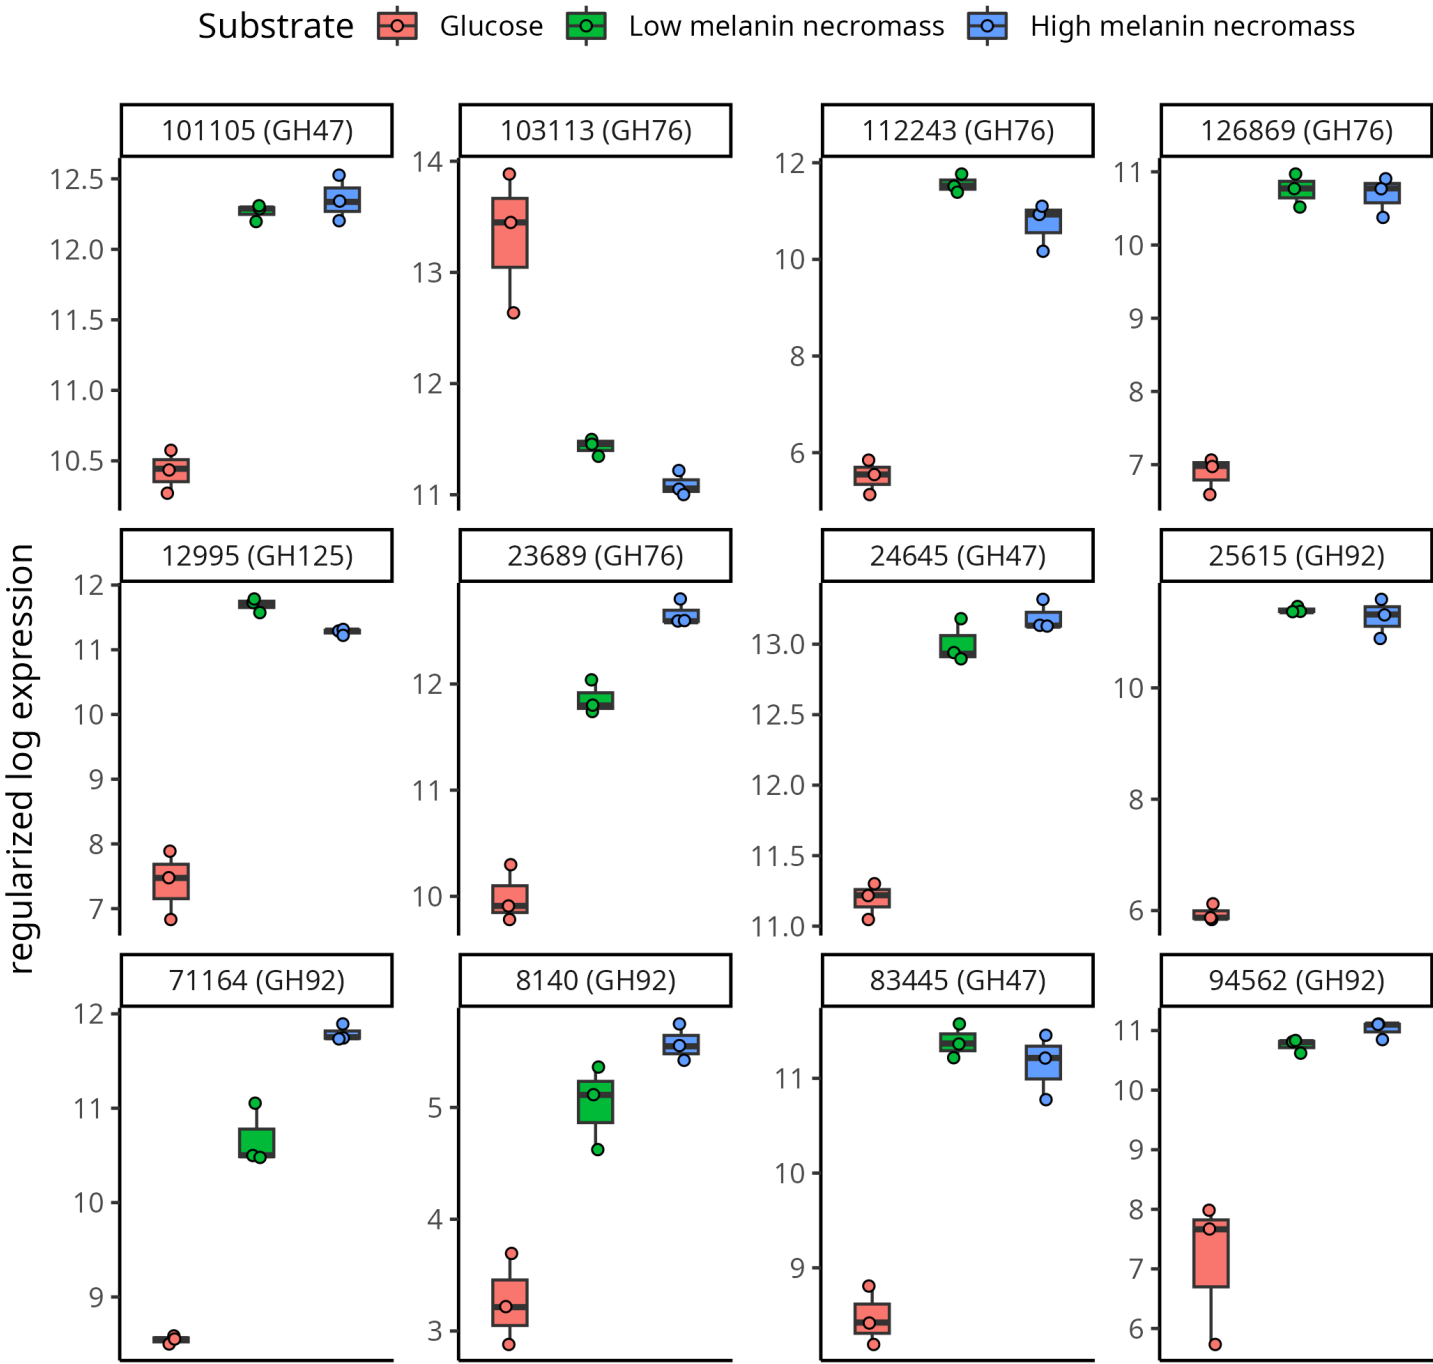

Supplementary Figure 2

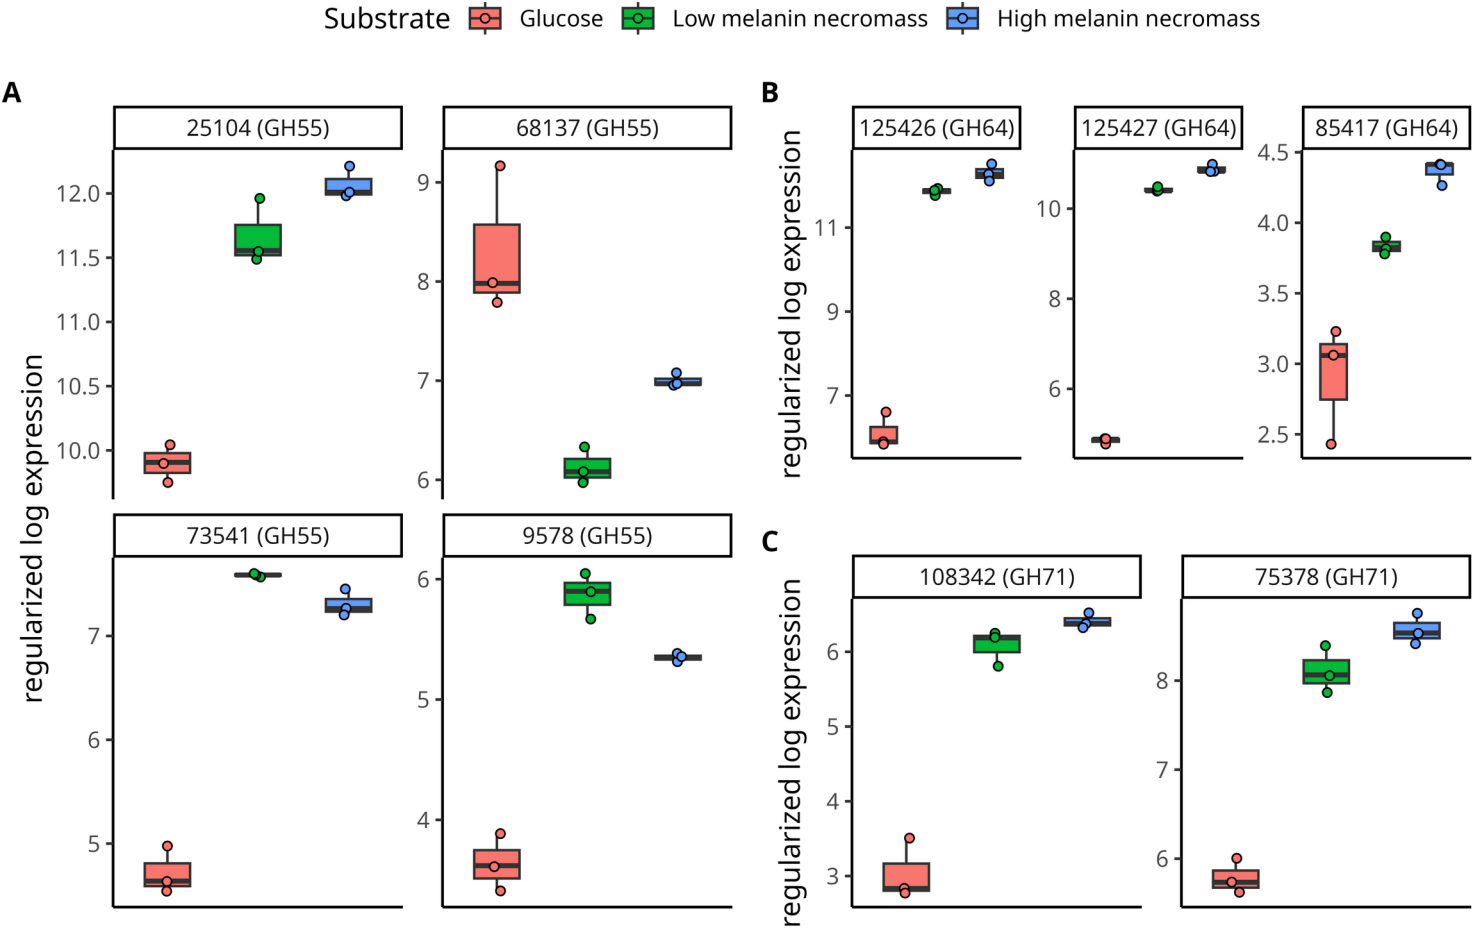

Supplementary Figure 3

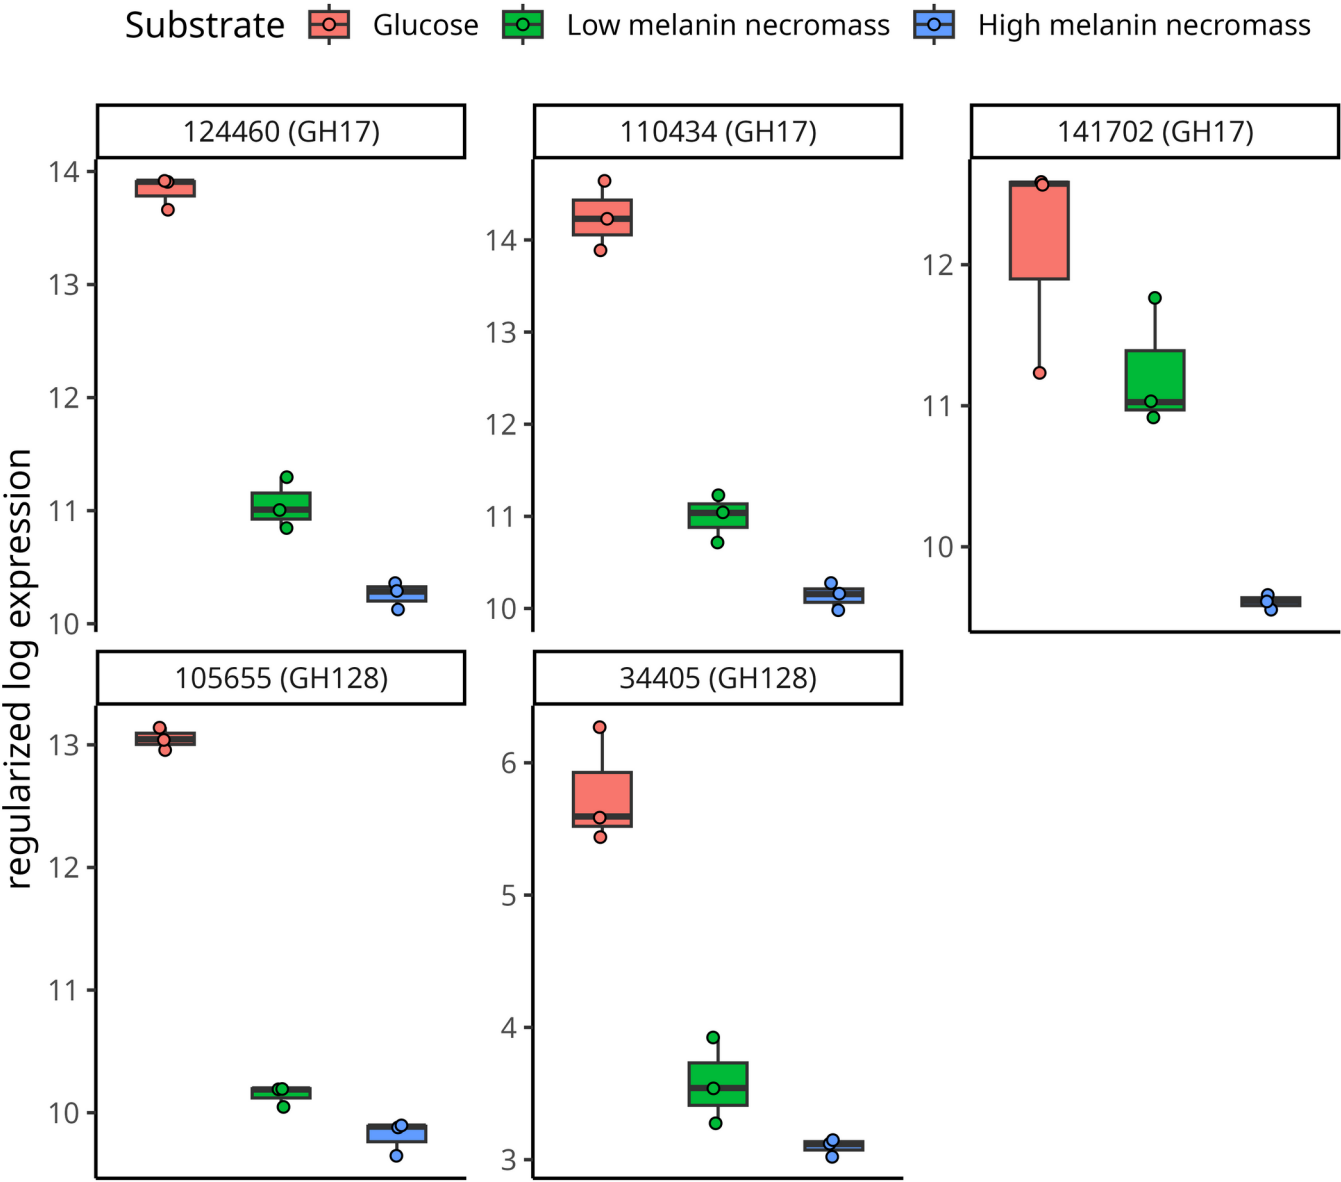

Supplementary Figure 4

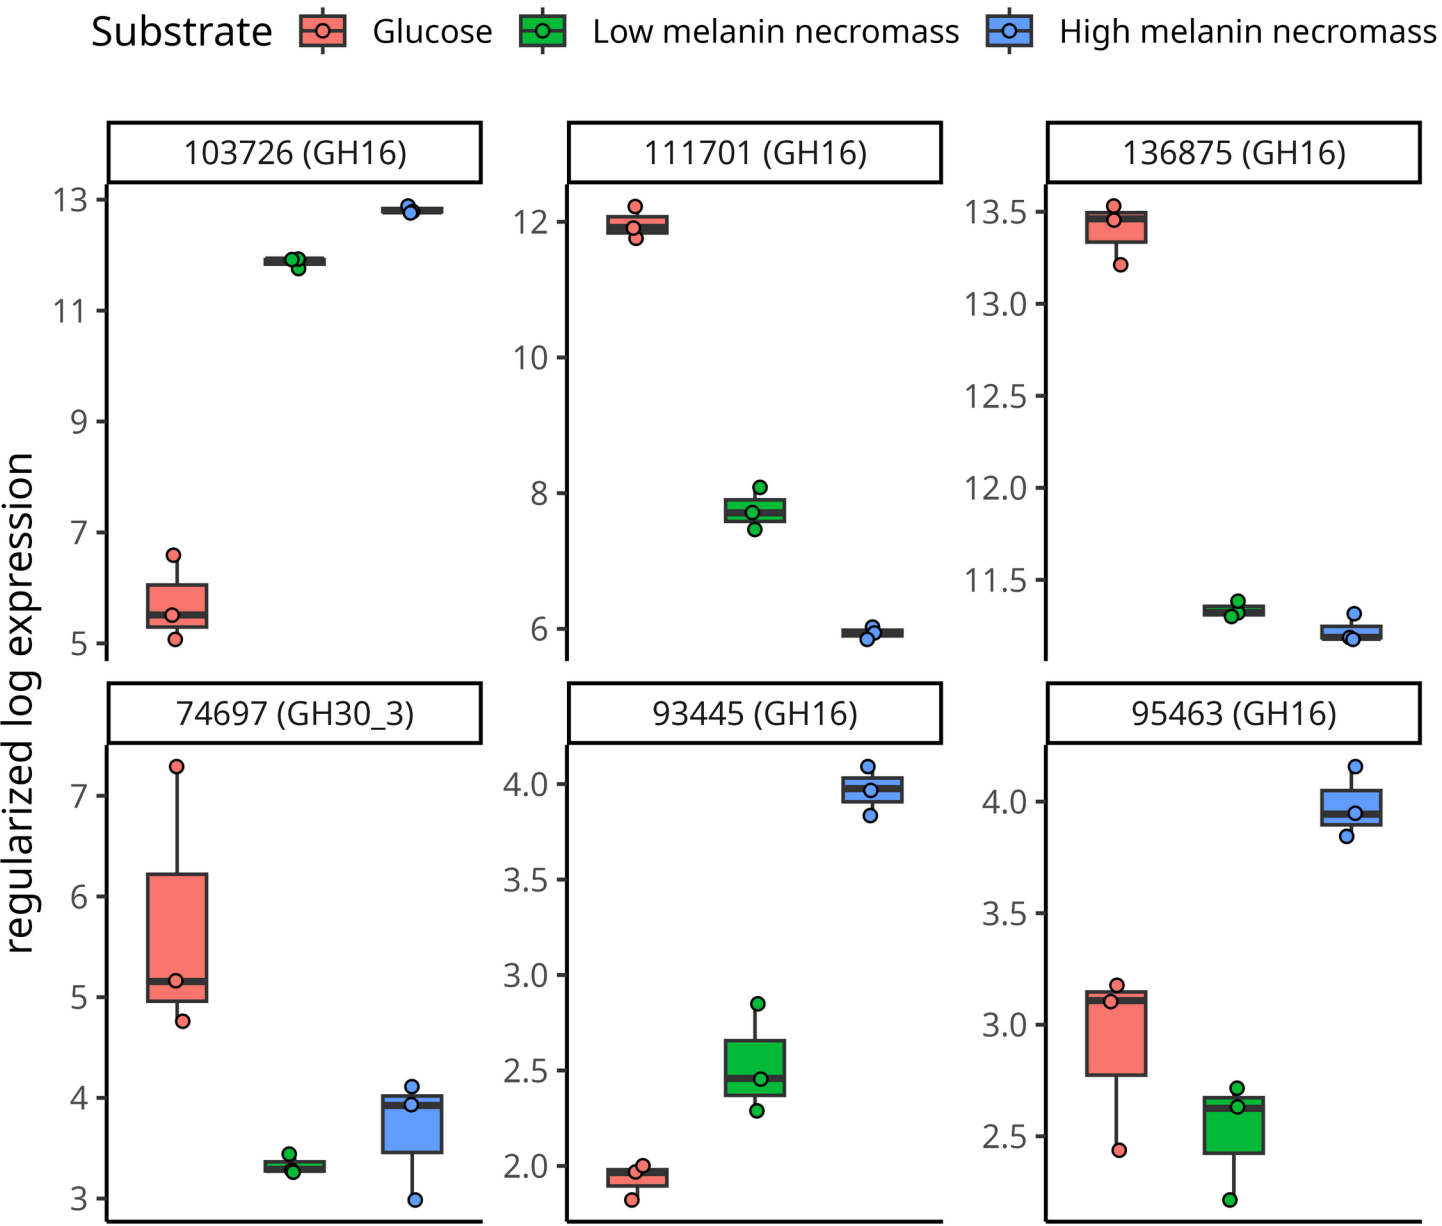

Supplementary Figure 5

Substrate 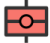 Glucose  Low melanin necromass  High melanin necromass

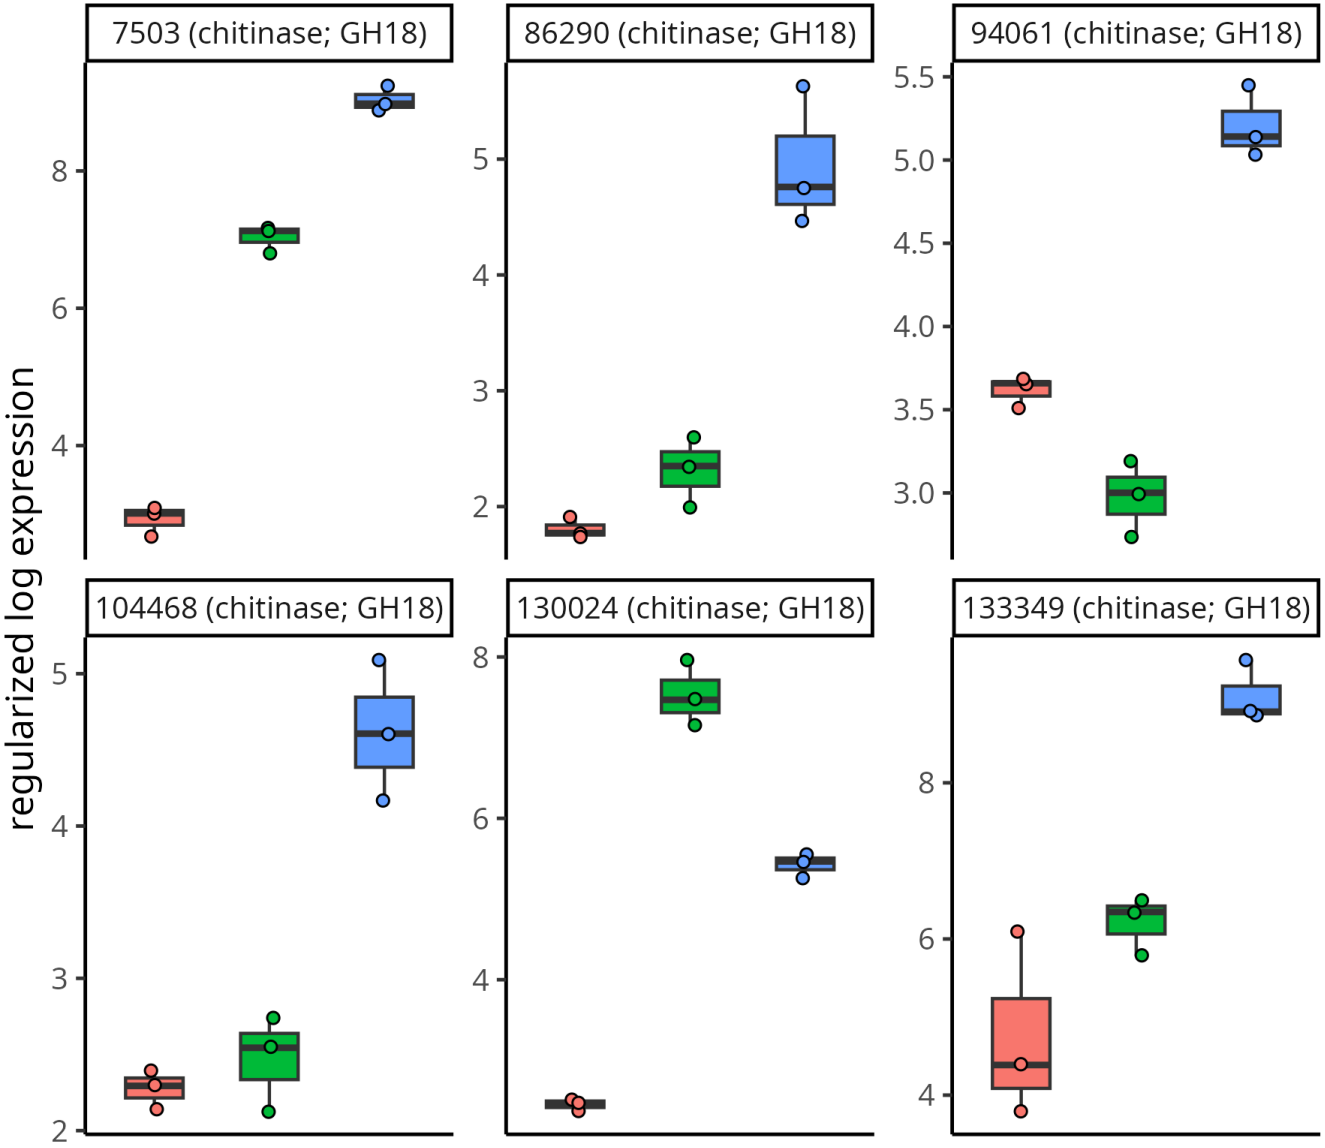

Supplementary Figure 6

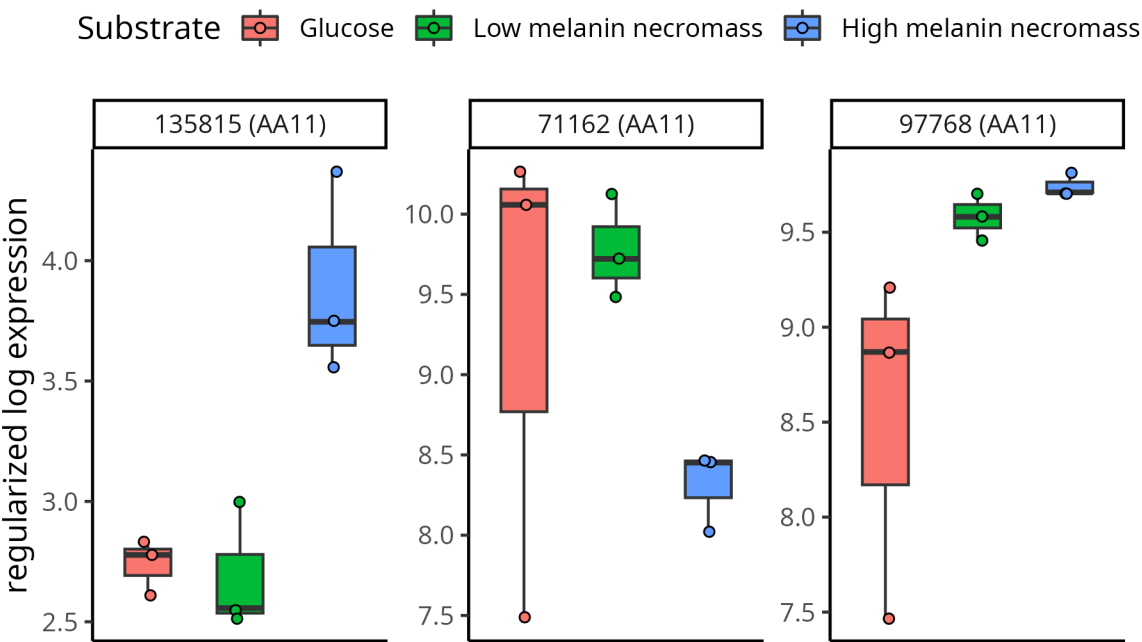

Supplementary Figure 7

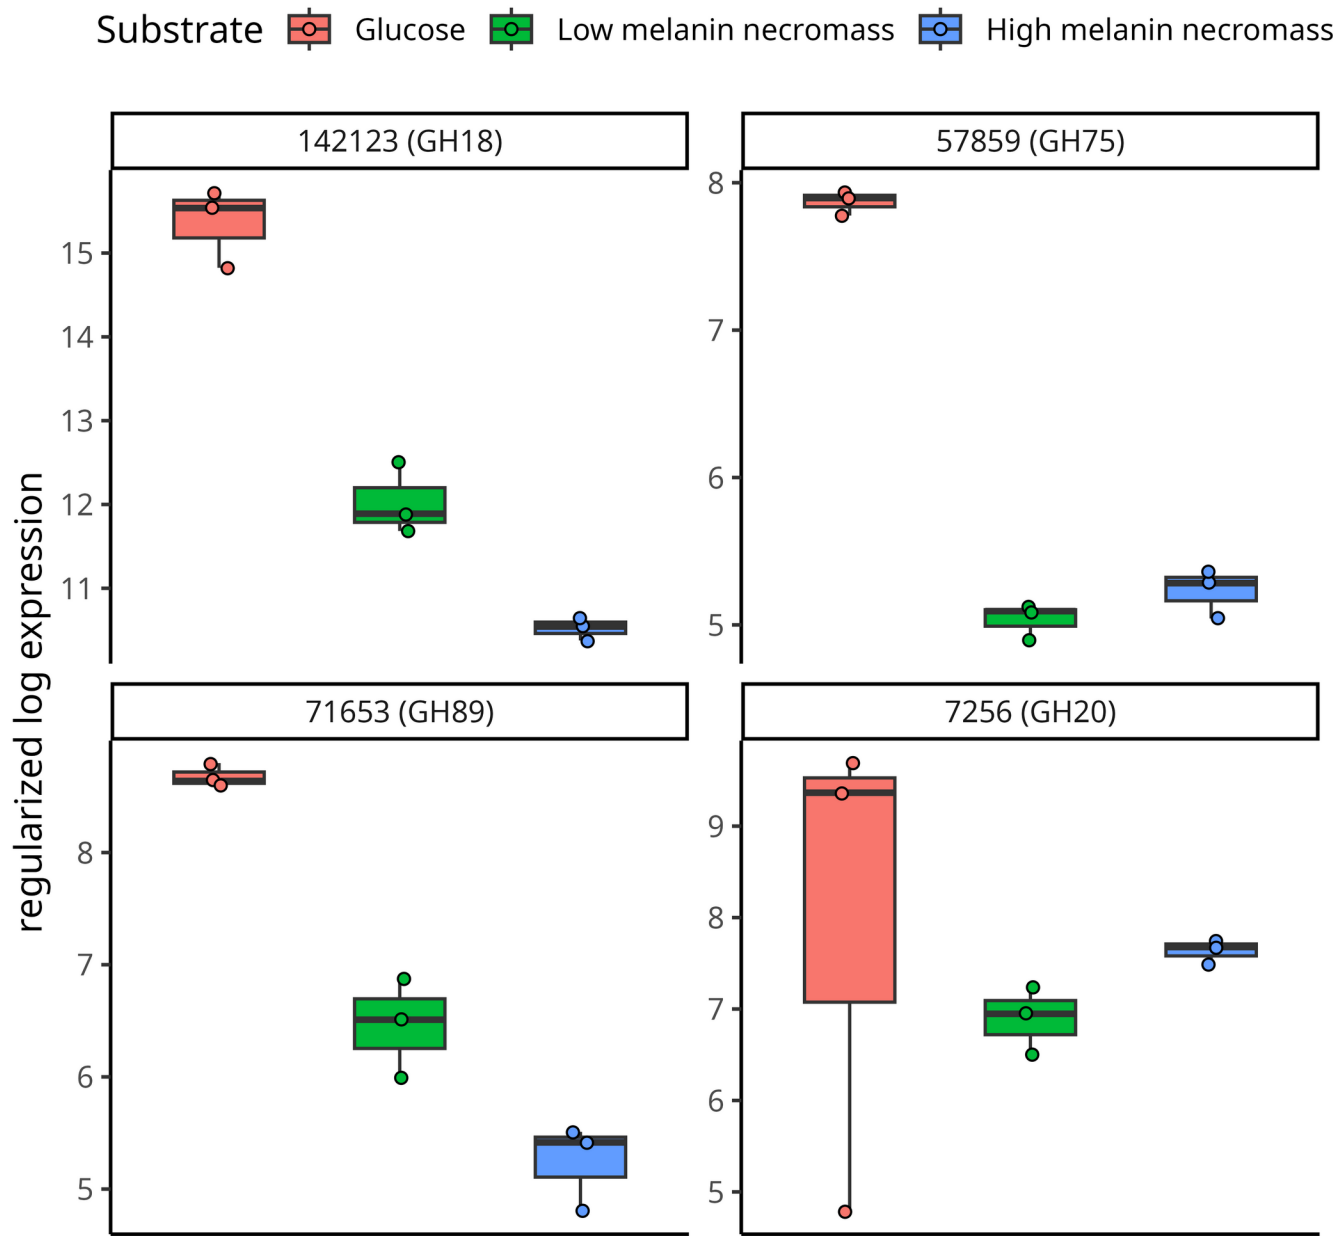

Supplementary Figure 8

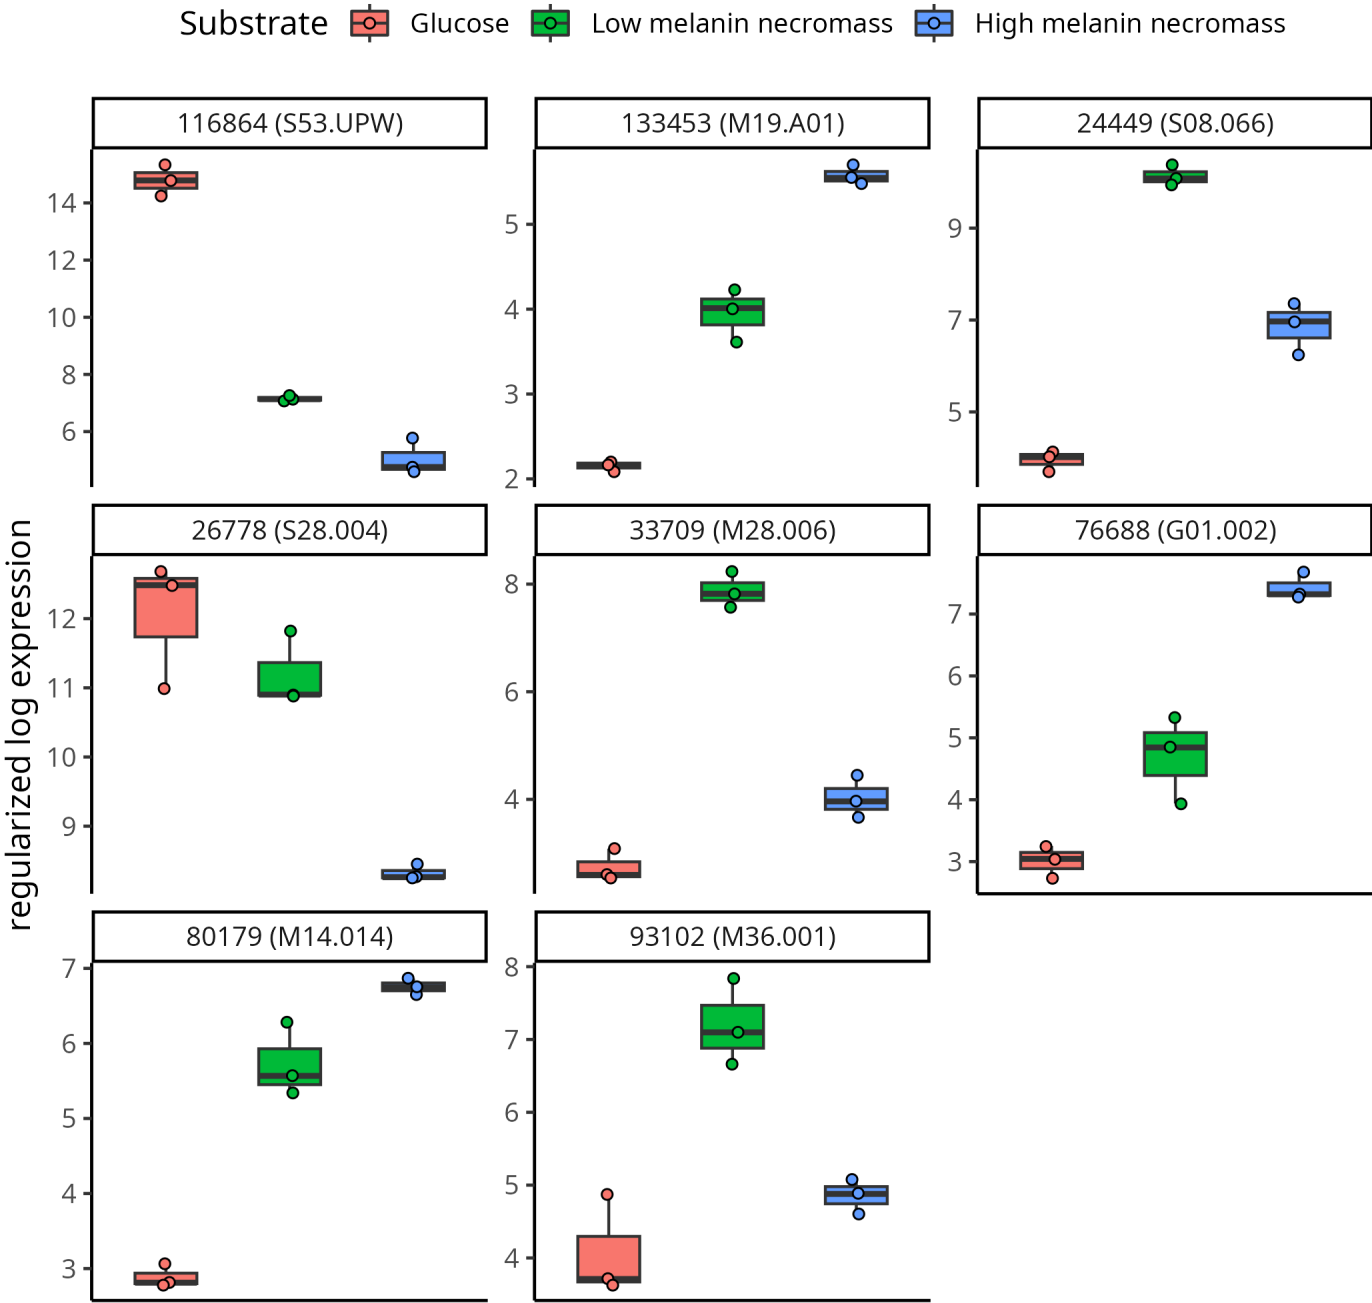

Supplementary Figure 9

Substrate     Glucose    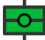 Low melanin necromass     High melanin necromass

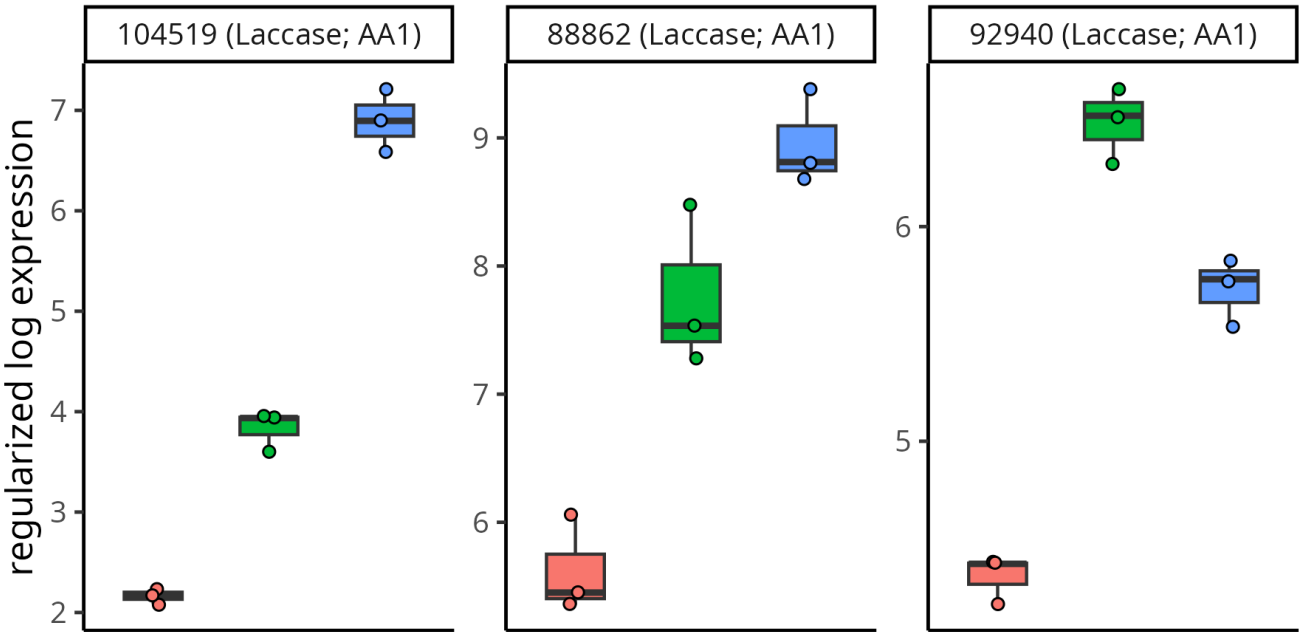

**Supplement:** Supplementary file 2 — Figure S1. Supplementary Figures.

How the deposited data were processed for this re-analysis (not part of the article)

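RNA was sequenced from 9 cultures of *T. reesei* RUT-C30 grown for 7 days, 3 on glucose, 3 on low melanin necromass and 3 on high melanin necromass of *H. bicolor*. The authors prepared poly(A) libraries, sequenced them in paired-end mode, trimmed the reads with the CHURP pipeline, quantified them against the RUT-C30 transcripts with kallisto and imported the result with tximport. The deposited table holds kallisto's estimated count of each gene as made by the authors, in whole numbers, so the estimates were rounded before the table was deposited. Its values are not scaled for library size and carry no transcript lengths, so the length offsets that tximport can pass on were not used. kallisto divides reads that match several similar transcripts among them by estimation, and the counts of close paralogs depend on that step. The table has 9849 genes, of which 27 had 0 counts in every sample.

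Total counts per library ranged from 19602387 to 20541445 on glucose, from 18074631 to 22327638 on low melanin necromass and from 21447367 to 24635281 on high melanin necromass. The 9312 genes with at least 10 counts in at least 3 samples were tested. edgeR version 4.0.16 under R version 4.3.3 was used for TMM normalization and for a quasi-likelihood fit of all 9 samples with the 3 substrates as groups, with a common biological coefficient of variation of 0.193 and 3.43 prior degrees of freedom. Each of the 3 comparisons was a contrast of this fit, with p values adjusted by the Benjamini-Hochberg method over all genes tested. A gene was called at an adjusted p under 0.05 and a log2 fold change of at least 2 in either direction. The test, the thresholds, the filter, the alternatives, the list of plant cell wall families and the rule for naming genes were chosen before the data were examined. Principal components were computed from rlog values, blind to the substrates, of the 500 most variable genes with DESeq2 version 1.42.0, and PC2 was signed so that high melanin necromass is positive. Other calculations used Python version 3.11.15 with numpy version 2.4.6 and scipy version 1.17.1, and plots used matplotlib version 3.10.9.

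Genes were named by rule. Named were every gene that the paper gives by protein ID in its text or in Figures 3 and S1 to S9, every gene in the copy of Table S1 of a CAZyme family that the paper's results name, and for each comparison the 2 genes with the largest increase and the 2 with the largest decrease among the genes called whose groups do not overlap and whose higher group has at least 10 counts in every sample. CAZyme, protease and transporter genes were those with the respective tag in the copy of Table S1, where transporters carry no CAZyme tag, and genes of unknown function were those without annotation. The copy lists 2086 distinct genes and is whole for low melanin necromass versus glucose only, so the counts by category for the other comparisons cover part of the called genes. The categories of other genes and miscellaneous metabolism were left out because the annotation does not define them. No set test was run, since the copy lists only genes called in the study.

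The alternatives were DESeq2 in place of edgeR, RLE or upper-quartile normalization factors, no filter on low counts, the fit of only the 2 groups compared, glmTreat with a log2 fold change of 2 as the null boundary, the replicate number as a block, and each library left out in turn. Ranges of an adjusted p over the alternatives leave out glmTreat, which tests a different null. Where a fit leaves out a library of the substrate that is not compared, the change of a gene hardly moves but its adjusted p can, and such fits are used for ranges of an adjusted p and where they are named. For the principal components they were all genes, vst values, log2 CPM, no filter and each library left out in turn, and rlog values that use the substrates were added after the data were seen. The test was checked on simulated data with 199 changed genes among 9266. It recovered 194 of them (97.5%) with 1 false call, and glmTreat recovered 161 (80.9%). Every simulated change was a log2 fold change of 3, past the threshold of 2, and all other genes were left unchanged. The recovery of changes near the threshold was therefore not checked.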

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

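The comparison of the share on necromass with the share on glucose was chosen only after the shares were seen, and the tests on abundant genes and on normalization were chosen before.

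Genes of plant cell wall families, which the paper does not discuss by family, took a large share of the counts on necromass. The list of families (GH5, GH6, GH7, GH10, GH11, GH12, GH30_7, GH43, GH45, GH54, GH62, GH67, GH74, GH115, AA9, CE5, CE15, CE16 and expansin-like proteins) has 31 genes in the copy of Table S1. They held 22.2% ± 2.51 of the counts on low melanin necromass (SD, n = 3), 31.9% ± 2.04 on high melanin necromass and 0.524% ± 0.103 on glucose. What drew attention is a signal in genes outside those the paper discusses, above the level in the glucose libraries. Of the 31 genes, 27 were called up and 4 down against glucose on both necromass types, and the counts adjusted over the list alone were also 27 up and 4 down. Because the members come from a list of genes called in the study on these same samples, these counts are not independent evidence. With the 1 gene whose glucose libraries are all at or under 3 counts set at its bound, the median log2 fold change was 7.64 on low and 8.21 on high melanin necromass. Only 1 of the 31 genes was called between the necromass types, up on high melanin necromass.

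The most abundant members were the GH7 gene 125125, the GH6 gene 122470 and the AA9 gene 122518, named after their values were seen. They held 6.87% ± 0.933, 5.03% ± 0.742 and 4.03% ± 0.280 of the counts on low melanin necromass (SD, n = 3). On high melanin necromass they held 9.58% ± 0.882, 8.16% ± 0.458 and 6.09% ± 0.688. Their shares on glucose, 0.0209% ± 0.00519, 0.0147% ± 0.00423 and 0.0120% ± 0.00311, are among those from which the 0.297% share of low melanin transcripts in glucose libraries was read, so they do not test that share.

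Several technical explanations were weighed. A few genes taking most of the counts can distort the values of other genes, but with the 10 most abundant genes left out of the normalization, 22 of the 22 other members called up on low melanin necromass were again called up. The shares are of unscaled counts, so no normalization factor enters them. On low melanin necromass 27 members were called up with RLE factors, with upper-quartile factors and with DESeq2. The TMM factors lay between 0.92 and 1.12 and the median log2 fold change was 7.64. Other factors could therefore hardly have changed these calls, and they are no test of the shares. Reads carried over from the glucose libraries would bring at most the share found on glucose, whose highest library had 0.602%, far below the shares on necromass. Reads from *H. bicolor* RNA left in the necromass and the division of reads among paralogs were not tested, because the counts hold no sequence. The substrate is the difference that the design names, and a response of *T. reesei* to it stays open together with these untested explanations.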

How the results depend on the processing

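Against glucose, the number of genes called was 1789 on low and 2076 on high melanin necromass, and it ranged from 1733 to 1895 and from 2058 to 2199 over DESeq2, RLE factors, upper-quartile factors, no filter, and the fit of only the 2 groups compared. With each library of the 2 groups compared left out in turn it ranged from 1733 to 1829 and from 2029 to 2069. With glmTreat it was 1144 and 1441, because this test asks for changes beyond a log2 fold change of 2. High versus low melanin necromass gave 81 genes, 81 to 85 under the same 5 alternatives and 2 with glmTreat. The fits that each left out 1 necromass library gave from 51 (without high melanin replicate 1) to 106 genes (without low melanin replicate 2), and 53 without low melanin replicate 3. Fewer samples are in these fits, and beyond that the cause was not tested.

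CAZyme genes called against glucose numbered between 122 and 130 on both necromass types with each library of the 2 groups compared left out in turn, and were 102 and 114 with glmTreat. For high versus low melanin necromass, 12 CAZyme genes were called with DESeq2, with RLE or upper-quartile factors and with no filter. The fit of only the 2 groups compared and the replicate number as a block also gave 12. In contrast, glmTreat called 0 and had 8 at an unadjusted p under 0.05. Without 1 necromass library the number ranged from 7 (without high melanin replicate 3) to 12 (without low melanin replicate 2). Calls shared by both necromass types ranged from 1566 to 1691 without leaving out a library and from 1544 to 1661 with each library left out in turn.

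The numbers of the replicates do not pair the samples, since correlations between replicates of the same number, after removal of the group means, lay between −0.17 and 0.08 over 9 pairs. With the replicate number as a block (replicate block), 1779, 2079 and 82 genes were called, and 79 of the 82 were among the 81 called without it. Among the 151 tests of named genes it brought 1 past the threshold, protein ID 86290 on low melanin necromass (2.71), and left 1 short, protein ID 7256 on low melanin necromass (−1.83). With 0 or 1 counts per glucose library, the lower bound of 86290 against the floor was only 0.897-fold. Its fitted change of 2.71 therefore gives no reliable size.

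On PC1, the distance from glucose to necromass of 65.26 became 100.66 with all genes, 113.68 with vst values, 120.72 with log2 CPM and 107.99 with rlog values that use the substrates, an alternative chosen after seeing the data. It ranged from 59.17 to 67.04 with each library left out in turn. The PC2 means of high and low melanin necromass, 5.39 and −5.87, became 8.63 and −9.36 with vst values, 10.45 and −11.49 with log2 CPM, and 7.69 and −8.29 with rlog values that use the substrates. Leaving out 1 library gave from 0.71 to 6.55 for high and from −7.43 to −1.14 for low melanin necromass, with the values nearest 0 without low melanin replicate 3. In that fit the glucose mean was 0.05 and PC2 held 3.28% of the variance, so its PC2 mostly separated libraries within a substrate. The cause of the other changes in size was not tested.

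Of the 151 tests of named genes, 103 kept their direction and their side of the threshold under every alternative that could be fitted. glmTreat left 38 short of the threshold. Besides the replicate block, DESeq2 brought 1 past it (protein ID 86290 on low melanin necromass), upper-quartile factors brought 2 past it, and the fit of only the 2 groups compared, which gave 146 values, left 1 short. The 867 values with 1 library of the 2 groups compared left out included 829 with the same outcome, 17 weaker, 10 stronger and 11 of the opposite sign. Opposite signs came from 3 changes near 0. The change of protein ID 135815 on low melanin necromass against glucose (−0.02) was 0.03 with upper-quartile factors and lay between −0.57 and 0.21 with 1 library left out. That of protein ID 86804 between the necromass types (−0.01) was 0.00 with upper-quartile factors and lay between −0.18 and 0.14. That of protein ID 142298 between the necromass types (0.09) lay between −0.09 and 0.44. The cause was not tested, and each of the 3 changes computed with all libraries is smaller than its standard error.

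Depth limits the genes at or near 3 counts per library. For protein ID 104468 no difference between low melanin necromass and glucose was detectable at this depth, and protein ID 86290, with as few counts, was called only with DESeq2 and with the replicate block. For protein IDs 116864 and 77832 the low melanin level lies within 2 times the 0.422% share of the glucose level, which limits the size of their changes on low melanin necromass. The changes of 116864 and 108458 on high melanin necromass are limited likewise by the lower shares in those libraries. For 38144 and 142298 the glucose level lies within 2 times the 0.297% share of the low melanin level, which limits the size of their changes against glucose.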

Differences from the paper's values

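The paper gives a PC2 mean of −8.72 for low and of 8.08 for high melanin necromass, and the means computed here are −5.87 and 5.39. Among the alternatives set before the data were examined, vst values brought both means (−9.36 and 8.63) within 1 SD of the paper's values, with the SD over the 3 replicates here of 2.08 for low and 0.56 for high melanin necromass. By that measure the low melanin mean also came within reach without glucose replicate 1 (−7.03), glucose replicate 2 (−7.08), glucose replicate 3 (−7.12) or low melanin replicate 2 (−7.43). The high melanin means of 6.33, 6.49 and 6.55 without glucose replicates 1, 2 and 3 were about as near the paper's value, but the smaller SD left them outside it. All genes, log2 CPM, no filter and the other libraries left out did not close the gap for either mean. With rlog values that use the substrates, an alternative chosen after seeing the values, both means (−8.29 and 7.69) came within 1 SD as well.

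In the paper, protein ID 88862 is up on high versus low melanin necromass. Its log2 fold change was 1.23 with an adjusted p of 0.0633 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The adjusted p ranged from 0.00971 to 0.236 over the alternatives other than glmTreat and was under 0.05 with DESeq2, with the fit of only the 2 groups compared, without glucose replicate 1 and without low melanin replicate 2. Protein ID 71162 is given as down on high melanin necromass against both other substrates. Here the changes were −1.57 against low melanin necromass, with an adjusted p of 0.124, and −1.44 against glucose, with an adjusted p of 0.0448 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and overlapping replicates. The first adjusted p ranged from 0.000325 to 0.347 and was under 0.05 with the fit of only the 2 groups compared and without glucose replicate 1. The second ranged from 3.96e-06 to 0.166 and was under 0.05 with DESeq2, with RLE factors, with no filter and without glucose replicate 1.

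Protein ID 26778 is given as up on glucose. It was called against high melanin necromass (−4.09) and not against low melanin necromass (−0.98, adjusted p = 0.0554, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). That adjusted p ranged from 0.000373 to 0.198 and was under 0.05 with DESeq2, RLE factors, the replicate number as a block, without glucose replicate 1 and without low melanin replicate 3, and no alternative called the gene. Protein ID 80179 is given as up with an adjusted p past the threshold, and its adjusted p of 0.0452 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) ranged from 0.010 to 0.182.

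The paper states a ratio of CAZyme genes called up to down of 2.3 for low melanin necromass versus glucose, while the counts it gives beside that ratio have a quotient of 3.3. The ratio found here was 3.2.

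Some genes that the paper gives as changed against glucose on both necromass types, or on necromass without setting the types apart, were not called on 1 type. Protein ID 141702 (GH17) had a change of −1.01 on low melanin necromass, and protein ID 68137 (GH55) had −1.55 on high melanin necromass, and no alternative called either. The GH47 genes M419DRAFT_24645 and 101105 had 1.93 and 1.95 and the GH76 gene M419DRAFT_23689 had 1.98 on low melanin necromass. By DESeq2 with Benjamini-Hochberg adjustment, the adjusted p of these genes was 3.79e-44, 3.13e-43 and 4.92e-29. An adjusted p under 0.05 is the only limit stated with Figures 3 and S1, which show them. Upper-quartile factors called 101105 (2.01) and M419DRAFT_23689 (2.04), as did the fit without glucose replicate 1 for 101105 (2.04) and the fits without glucose replicate 2 (2.14), low melanin replicate 1 (2.04) or low melanin replicate 3 (2.02) for M419DRAFT_23689. No alternative called M419DRAFT_24645.

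Table S1 of the paper lists 21 genes for low melanin necromass versus glucose that were not called here. DESeq2 called 19 of them, RLE factors 16, the replicate number as a block 3, no filter 1, the fit of only the 2 groups compared 1, and the fits without 1 library from 2 to 15. For high melanin necromass versus glucose the copy lists 21 such genes, of which DESeq2 called 9, RLE factors 8, upper-quartile factors 7, no filter 6, the fit of only the 2 groups compared 6, the replicate number as a block 4, and the fits without 1 library from 6 to 11. The GH18 gene 86290 is among those for low melanin necromass, where its libraries had 1 to 5 counts and those on glucose 0 or 1. DESeq2 (adjusted p = 0.0405) and the replicate number as a block called it, and its adjusted p ranged from 0.0405 to 0.196 over the alternatives other than glmTreat.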

Other observations

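Of the tests below, those on the small shares, on the genes lower on high melanin necromass and on glucose replicate 1 were chosen after the patterns were seen. The test of how counts divide over the glucose libraries was written down before its result was seen, and was added after the first test proved to rest on few genes.

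In each comparison, 1 of the 10 splits of the 6 samples into groups of 3 gave as many genes called as the real grouping, namely the real grouping itself. The highest count among the other splits was 0 in each comparison. At an unadjusted p under 0.05 with the same fold change threshold, the real grouping gave 1791, 2076 and 91 genes for low melanin necromass versus glucose, high melanin necromass versus glucose and high versus low melanin necromass, and the highest other split gave 69, 83 and 4. With 3 samples against 3, no share of splits under 0.05 can be reached, so this count decides nothing about an accident of grouping.

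Some of the most abundant necromass transcripts stood in the glucose libraries at a small share of their low melanin level. By library it was 0.368%, 0.311% and 0.215% in glucose replicates 1, 2 and 3. Over the 10 genes with at least 1000 CPM on low melanin necromass that had the lowest ratios, the share was 0.297%, with a range from 0.273% to 0.310%. A candidate explanation is that reads were carried over between low melanin necromass and glucose libraries. If so, less abundant genes would hardly ever fall below this share, and 0 of 3200 genes with 50 to 1000 CPM lay significantly below it (one-sided Poisson test with Benjamini-Hochberg adjustment, 0 also at an unadjusted p under 0.05). Only 21 of these genes lay within 2 times the share, so few of them bear on the test. Reads carried over from low melanin necromass libraries would also divide over the 3 glucose libraries alike for every gene near the share. Of 26 such genes outside the set the share was read from, 19 were closer to that division than the median of matched genes with as few counts (one-sided exact binomial test, p = 0.0145). The same reading with high melanin necromass as the source gave 19 of 25 genes (one-sided exact binomial test, p = 0.00732). With that source, 1 of 2987 genes lay significantly below 0.297% (3 at an unadjusted p under 0.05), the lowest at 0.278 times it. Among genes with at least 50 CPM in the source and no upper limit, 4 lay under 0.5 of the share with high melanin necromass as the source and 0 with low melanin necromass. Because the share was read with low melanin necromass as the source, these tests do not tell which necromass libraries the reads may have come from. The genes in the binomial tests were measured in the same 3 glucose libraries and are not independent trials. Genes with low true expression that are regulated alike could also divide alike over these libraries. The 2 p values therefore do not tell carry-over from low true expression, which stays open for single genes and for the set. No biological explanation was tested.

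Glucose-specific transcripts stood in the low melanin libraries at 0.422% of their glucose level, with a range from 0.303% to 1.02% over the 10 genes with the lowest ratios among those with at least 300 CPM on glucose, protein ID 116864 left out. Of 3447 genes with 50 to 1000 CPM on glucose, 0 lay significantly below this share and 1 did at an unadjusted p under 0.05. Reads carried over from glucose to low melanin necromass libraries may explain this, but 7 of 11 genes near the share were closer to its division over the libraries than matched genes (one-sided exact binomial test, p = 0.274), and with so few genes carry-over and low true expression cannot be told apart. In the high melanin libraries the share was lower, at 0.0614%, 0.0580% and 0.228% for replicates 1, 2 and 3, against 0.470%, 0.452% and 0.391% in the low melanin libraries. Reads carried over from glucose to all necromass libraries alike would leave hardly any gene below 0.422% in the high melanin libraries, where 4 of 3447 genes lay significantly below it (8 at an unadjusted p under 0.05). Under 0.5 of the share lay 5 of them, and 12 genes when those above 1000 CPM and those that the share was read from were counted too, counts that were looked at beside the test. In the low melanin libraries 0 genes lay under 0.5 of it. These values argue against carry-over from glucose at 0.422% in all necromass libraries alike. A lower rate common to all of them, with true expression making up the rest of the low melanin level, stays open.

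A difference in carry-over between the necromass libraries might make genes abundant on glucose look lower on high than on low melanin necromass. Of the 20 genes called lower on high melanin necromass, 18 had a low melanin level over 2 times what the 0.422% share would bring, which argues against reads carried over from glucose as the reason for these calls. Protein ID 116864 stood at 0.877 times that level. Protein ID 108458 stood at 1.11 times, but it is among the 10 genes from which the share was read, so its value tests nothing. For protein ID 116864 a true difference between the necromass types and carry-over cannot be told apart, because its whole low melanin level is of the size that the share would bring.

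Glucose replicate 1 stood apart from the other glucose libraries. The chi-square per gene between glucose replicates was 299 for replicates 1 and 2, 341 for 1 and 3, and 41.7 for 2 and 3, against 11.5 to 53.1 within the necromass groups. A mixture with the other libraries would leave no gene far outside their range. Among genes with at least 10 CPM, 25 stood over 4-fold above and 51 over 4-fold below all 8 other libraries, together 76, and the same count was 0 for each of the 8 other libraries. This count has no test, and its limits of 4-fold and 10 CPM were set after the library was seen to stand apart. Library size does not explain it either, since the total count was 1.00 times the mean of the other glucose libraries. A difference in the culture itself stays open, and no biological explanation was tested, since the design gives the 3 glucose cultures the same treatment. Without this library 1763 genes were called on low melanin necromass and 2033 on high melanin necromass, of which 1599 and 1879 were also called with it.

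Genes of the fungal cell wall families that the paper discusses, 44 in the copy of Table S1, held 0.631% ± 0.0878 of the counts on glucose (SD, n = 3), 0.313% ± 0.0134 on low melanin necromass and 0.323% ± 0.0304 on high melanin necromass. Abundant members such as the GH18 gene 142123, at 2239 CPM on glucose, weigh most in this pooled share. On low melanin necromass 8 mannan, 2 α-glucan, 6 β-glucan and 6 chitin genes were called up against glucose, and 1, 0, 8 and 4 down. On high melanin necromass 9, 2, 7 and 12 were called up, and 1, 0, 8 and 3 down. Called genes of these families without an entry in the copy are not counted.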
